# The First Transcriptomic Atlas of the Adult Lacrimal Gland Reveals Epithelial Complexity and Identifies Novel Progenitor Cells in Mice

**DOI:** 10.3390/cells12101435

**Published:** 2023-05-21

**Authors:** Vanessa Delcroix, Olivier Mauduit, Hyun Soo Lee, Anastasiia Ivanova, Takeshi Umazume, Sarah M. Knox, Cintia S. de Paiva, Darlene A. Dartt, Helen P. Makarenkova

**Keywords:** lacrimal gland, scRNAseq, progenitors, sex dimorphism, exocrine gland

## Abstract

The lacrimal gland (LG) secretes aqueous tears. Previous studies have provided insights into the cell lineage relationships during tissue morphogenesis. However, little is known about the cell types composing the adult LG and their progenitors. Using scRNAseq, we established the first comprehensive cell atlas of the adult mouse LG to investigate the cell hierarchy, its secretory repertoire, and the sex differences. Our analysis uncovered the complexity of the stromal landscape. Epithelium subclustering revealed myoepithelial cells, acinar subsets, and two novel acinar subpopulations: *Tfrc^hi^* and *Car6^hi^* cells. The ductal compartment contained *Wfdc2+* multilayered ducts and an *Ltf+* cluster formed by luminal and intercalated duct cells. *Kit+* progenitors were identified as: *Krt14+* basal ductal cells, *Aldh1a1+* cells of *Ltf+* ducts, and *Sox10*+ cells of the *Car6^hi^* acinar and *Ltf+* epithelial clusters. Lineage tracing experiments revealed that the *Sox10*+ adult populations contribute to the myoepithelial, acinar, and ductal lineages. Using scRNAseq data, we found that the postnatally developing LG epithelium harbored key features of putative adult progenitors. Finally, we showed that acinar cells produce most of the sex-biased lipocalins and secretoglobins detected in mouse tears. Our study provides a wealth of new data on LG maintenance and identifies the cellular origin of sex-biased tear components.

## 1. Introduction

The lacrimal gland (LG) is a tubuloacinar organ that produces the aqueous component of the tear film, which is essential for maintaining and protecting the cornea. The LG is primarily composed of three major epithelial cell types: ductal cells (luminal and basal subtypes), serous acinar cells expressing basic helix–loop–helix family member a15 (BHLHA15 or MIST1), and myoepithelial cells (MECs) labeled by aortic smooth muscle actin (ACTA2, also known as α-smooth muscle actin (α-SMA)). Additionally, the stromal compartment of the LG contains blood vessels, fibroblasts, multiple immune cell types, and tear-stimulating nerves. Recent studies have suggested that subtypes of LG acinar cells may also produce mucins [1,2,3]; therefore, the cell types constituting the LG, as well as their functions, may not be limited to just a watery secretion.

Several studies have used genetic cell lineage tracing analyses to investigate the development and differentiation of cells in the LG [4,5,6]. Our research indicates that the embryonic multipotent progenitor cells that express keratins 5 and 14 (*Krt5*, *Krt14*) and runt-related transcription factor 1 (*Runx1*) differentiate mainly into the proximal SRY-box transcription factor 10 (SOX10)-/SOX9+ lineage, which produces ductal cells, and into the distal SOX10+/SOX9+ lineage, which forms epithelial endbuds. These distal buds give rise to two lineages: the SOX10+/ACTA2+ MEC lineage and the SOX10+/ACTA2- acinar cell lineage [5], which further differentiates into SOX10-/BHLHA15+ acinar cells [4]. Recent work from Athwal et al. [6] showed that in the LG and several other exocrine glands, the distal part of the duct system is also derived from embryonic *Sox10+* multipotent progenitors. In the postnatal LG, lineage restriction occurs, which limits the ability of lineage-specific cells to generate different cell types in resting conditions. However, some cell types, such as MECs, retain a high level of plasticity and can replace damaged cells upon gland injury, contributing to tissue repair [5]. In addition, KIT proto-oncogene receptor tyrosine kinase (KIT)+ mouse epithelial cells may regenerate acinar and ductal cells in vivo [7]. These studies suggest that lineage restriction plays a crucial role in maintaining the identity and function of the gland, while cellular plasticity is involved in its repair and regeneration. In spite of their limitations, these lineage tracing studies have shed light on the complex cellular processes involved in the development and maintenance of the LG, whilst identifying the mechanisms universally shared by exocrine glands.

Single-cell RNA sequencing (scRNAseq) is a valuable technique for identifying novel or poorly studied cell types and predicting their functions in an organ. The first scRNAseq analysis of mouse LG in the embryonic stage (E.16) and early postnatal development (P4) was performed by the group of Sarah Knox several years ago [4]. In a more recent publication, researchers investigated the human LG using organoids and scRNAseq [8]. However, the small number of cells sequenced and the developmental stages studied [4,8] did not provide a detailed identification of all the cell types present in the LG. Although multicenter initiatives such as the *Tabula Muris* consortium have generated single-cell atlases of various mouse tissues [9], the LG is unfortunately absent from these projects. A deep comprehensive characterization of the adult LG is however critically needed to better understand the pathological conditions associated with LG dysfunction, such as dry eye, as well as the origin of the sex differences observed in its prevalence and its symptoms [10].

Previous publications have indeed suggested that there are sex-related differences in the LGs of both rodents and humans [11,12,13]. However, these differences have been linked primarily to functional factors such as the secretory activity and susceptibility to disease [14,15] and have not yet been thoroughly investigated at the single-cell level. Stopkova et al. [14] and Karn et al. [16] analyzed sexual dimorphism in mouse tears and found differences between males and females in the abundance of bactericidal proteins, exocrine-gland-secreted peptides, and secretoglobins. These studies suggest that tears and likely the epithelial cells that produce them may have sex-specific signaling capabilities. However, the cell subtypes responsible for sexually dimorphic tear proteins are yet to be identified.

In this study, we utilized scRNAseq to investigate the cellular complexity of the adult mouse LG and to assess sexual dimorphism in relation to tear composition. We established a detailed and representative cell atlas of the LG that enabled us to characterize in depth the composition of the LG stroma, epithelium, and putative epithelial progenitor cells, as well as to discover new specific markers. Finally, we also determined the respective contribution of epithelial subtypes in the composition and sexual dimorphism of mouse tears.

## 2. Materials and Methods

### 2.1. Animals

Mice were housed under standard conditions of temperature and humidity, with a 12 h light/dark cycle and free access to food and water. All experiments were performed in compliance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and the Guidelines for the Care and Use of Laboratory Animals published by the US and National Institutes of Health (NIH Publication No. 85-23, revised 1996) and were preapproved by TSRI Animal Care and Use Committee.

For scRNAseq experiments, 2-month-old C57BL/6J mice were obtained from the Scripps breeding colony. For immunostaining and lineage tracing studies, the following mouse lines were purchased from the Jackson Laboratory (Bar Harbor, ME, USA): MacGreen (RRID:IMSR_JAX:018549), *Pdgfra*^EGFP^ (RRID:IMSR_JAX:007669), and *Sox10*-iCre^ERT2^ (RRID:IMSR_JAX:027651) that were crossed with Ai9 (RRID:IMSR_JAX:007909) to generate the *Sox10*-iCre^ERT2^:tdTOM^fl^ progeny used in this study. The *Acta2*^GFP^ reporter mouse was a kind gift from Dr. Ivo Kalajzic [17].

### 2.2. Single-Cell Isolation from LG

Single-cell suspensions were prepared from male and female LGs. For each sample, six dissected LGs of three animals aged 2 months were combined and processed as follows. First, the LGs were quickly minced on ice in a dish prefilled with cold DPBS (#14190-144, Gibco, Thermo Fisher Scientific, Waltham, MA, USA), rinsed, and transferred to a 12-well plate placed in a shaking water bath (37 °C, 80 rpm) containing 2 mL of digestion medium of following composition: DMEM/F12 (#DF042B, Sigma-Aldrich, Inc., St. Louis, MO, USA), 0.5% BSA (#A4919, Sigma-Aldrich, Inc., St. Louis, MO, USA), 15 mM HEPES (#MT25060CI, Thermo Fisher Scientific, Waltham, MA, USA), 3 mM CaCl_2_ (#501035464, Thermo Fisher Scientific, Waltham, MA, USA), 125 U/mL collagenase IV (#C5138, Sigma-Aldrich, Inc., St. Louis, MO, USA), 1 U/mL dispase II (#D4693, Sigma-Aldrich, Inc., St. Louis, MO, USA), and 20 U/mL DNase-I (#DN25, Sigma-Aldrich, Inc., St. Louis, MO, USA). After 30 min, the samples were gently triturated by pipetting up and down 15 times with a wide-bored 1 mL tip. At 60 and 90 min, the samples were gently triturated 10 to 15 times with a regular 1 mL pipet tip.

At the end of the digestion (90 min in total), the cells were pelleted (300× *g*, 5 min, 4 °C), washed with cold HBSS buffer (#MT21022CV, Thermo Fisher Scientific, Waltham, MA, USA), supplemented with 10 mM HEPES and 1 mM EDTA (#AM9260G, Thermo Fisher Scientific, Waltham, MA, USA), and gently resuspended in 1 mL of accutase solution (#A6964, Sigma-Aldrich, Inc., St. Louis, MO, USA). After 5 min at 37 °C, the cell suspension was pipetted up and down 5 times and left at RT for 2 min. Then, the accutase was inactivated by the addition of 1 mL of DMEM/F12 supplemented with 10% FBS and 15 mM HEPES. The cells were pelleted (300× *g*, 5 min, 4 °C) and incubated for 10 min at RT with HBSS supplemented with 10 mM HEPES, 2 mM MgCl_2_, 2 mM CaCl_2_, and 200 U/mL DNase-I. The cell suspension was sequentially passed 2 times through a 3 mL syringe with needles: 18G, 22G, and 25G. The dissociated cells were filtered through a pre-wet 70-µm mesh cell strainer (#130-098-462, Miltenyi Biotec, Bergisch Gladbach, Germany) and pelleted (300× *g*, 5 min, 4 °C) before incubation for 5 min at RT with 5 mL of RBC lysis buffer 1× (#5831-100, BioVision-Abcam, Waltham, MA, USA) to deplete the erythrocytes. After centrifugation (300× *g*, 5 min, 4 °C) and resuspension into cold HBSS supplemented with 0.5% BSA and 10 mM HEPES, the cells were passed through a pre-wet 30-µm mesh cell strainer (#130-098-458, Miltenyi Biotec, Bergisch Gladbach, Germany).

After centrifugation (400× *g*, 5 min, 4 °C), the dead cells and debris were depleted using the MS columns (#130-042-201, Miltenyi Biotec, Bergisch Gladbach, Germany) and the dead cell removal kit (#130-090-101, Miltenyi Biotec, Bergisch Gladbach, Germany) according to the manufacturer’s instructions. The cell suspension was washed 3 times with cold scRNA-seq buffer composed of DPBS (#14190250, Thermo Fisher Scientific, Waltham, MA, USA), supplemented with 0.04% BSA, and pelleted at 400× *g* for 5 min at 4 °C. The number of cells and the viability rate (78–79%) were evaluated using trypan blue (#1691049, Thermo Fisher Scientific, Waltham, MA, USA) staining analyzed with the Countess 3 (Thermo Fisher Scientific, Waltham, MA, USA). The cell suspension volumes were then adjusted with cold scRNAseq buffer to obtain between 700 and 1200 cells per µL, and the cells were counted again to obtain the final cell density. The cells were kept on ice at all times.

### 2.3. Single-Cell RNA Sequencing (scRNAseq)

Female samples were processed at the Scripps Genomics core (La Jolla, CA, USA). Male samples were prepared on a different day by the Next Generation Sequencing (NGS) Core at the Salk institute (La Jolla, CA, USA) in similar conditions. For each sample (n = 3 mice), 15,000 cells were processed for scRNAseq using the Chromium Single Cell 3′ kit (v3.1 Chemistry) from 10× Genomics (Pleasanton, CA, USA) according to the manufacturer’s protocols. The cDNA was amplified by 11 cycles. Analysis of the cDNA and libraries was conducted using Bioanalyzer or TapeStation (Agilent, Santa Clara, CA, USA). The libraries were sequenced multiple times by Nextseq 550 systems and Novaseq 6000 sequencer (Illumina, San Diego, CA, USA) to reach the targeted minimal sequencing depth (20,000 reads/cell).

### 2.4. Sequencing Data Processing and Analysis

The demultiplexing, read alignment, and identification of empty droplets were conducted with CellRanger v6.1.2 software (10× Genomics, Pleasanton, CA, USA). The resulting filtered feature-barcode matrices were analyzed on RStudio (R v4.1.1). One female sample (3 female mice in total) and two male samples (6 male mice in total) were retained for further analysis in this study. The datasets were deposited in the Gene Expression Omnibus (GEO) database (www.ncbi.nlm.nih.gov/geo, accessed on 15 May 2023) under accession #GSE232146. 

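The data comprise counts of unique molecular identifiers (UMIs, tags that let each captured RNA molecule be counted once) for the 3 LG samples: a female library, male library 1 and male library 2. Over all barcodes, 154532064 UMIs were counted in the female library, 117291721 in male library 1 and 102463570 in male library 2. The barcodes that the authors called as cells held 40.8, 34.6 and 43.6% of these UMIs, in the same order. These are shares of UMIs, counted after duplicate reads had been collapsed, and not shares of reads.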

All samples displayed a relatively low fraction of reads assigned to cells (<70%), suggesting a high ambient RNA level.

To reduce the ambient RNA contamination in the individual cells and identify doublets, we used the R package SingleCellTK (v2.2.0) [18] (Figure S1A). Briefly, using Seurat (v4.1.1)/SCTransform (v0.3.5) [19,20], we first identified the broad cell types (8–9 clusters) by analyzing the filtered matrix generated by CellRanger that contains cell-associated barcodes (including low-quality/apoptotic cells). Then, the filtered matrix and cell identities were subjected to analysis with SingleCellTK that included celda/DecontX (v1.12.0, to reduce cross-contamination [21]) and multiple methods to identify doublets (scDblFinder [22], DoubletFinder [23], and scds_hybrid [24]). Because any doublet detection method may identify false positives, we chose to classify as ‘true’ doublets the cells displaying a relatively high score (i.e., the probability) with two different methods: DoubletFinder and scDblFinder (that integrates co-expression scores as predictors, similar to scds). The relevant score thresholds for high-quality cells were determined by joint inspection of the scores obtained by the different methods and by studying the gene expression following high-resolution clustering. For all samples, we thus excluded cells with a contamination score >0.7 and those we considered as ‘true’ doublets if they had scores >0.25 with both DoubletFinder and scDblFinder. 

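Tear-product genes, taken as the secretoglobin, odorant-binding protein, major urinary protein, exocrine gland-secreted peptide, lipocalin, BPI fold and SMR3 families with *Pip*, *Sval* genes, *Mucl2*, *Lpo*, *Gm1553*, *Car6*, *Ltf* and a few others, were counted in each cell class. Cell classes were named from sets of marker genes, and “-like” marks a name given that way. In acinar-like cells, 89.1 ± 2.57% (SD, n = 3 libraries) of all UMIs came from tear-product genes. Fibroblast-like cells, which should lack these transcripts, still had 27.6, 49.5 and 54.9% of their UMIs on the same genes in the female library, male library 1 and male library 2. *Mucl2*, *Obp1a* and *Scgb2b2* each had at least 1 UMI in 100% of fibroblast-like cells of every library. Barcodes with 10 to 100 UMIs that were not called as cells, taken as free RNA, had 76.2, 84.9 and 85.2% of their UMIs on tear-product genes. If all tear-product UMIs of cells outside the epithelium are free RNA of that composition, free RNA made up 40.9, 62.7 and 67.6% of the UMIs of those cells.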

The major source of cross contamination was the acinar population, as shown by the many transcripts for lipocalins and secretoglobins (e.g., *Mucl2*, *Obp1a*, *Scgb2b2*, etc.) being ectopically detected in the entire dataset and highly corrected by DecontX (Figure S1B,C). Due to their secretory function, mature acinar cells have a large RNA content, and any alteration in the membrane permeability due to enzymatic and mechanical dissociation may lead to a non-neglectable amount of RNA being released into the cell suspension.

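The same 3 limits were applied to the barcodes called as cells, of which there were 9737, 6422 and 6899 in the female library, male library 1 and male library 2. They were met by 8298, 5582 and 5712 barcodes. The cells with the highest scrublet doublet scores were then left out, up to the rate of doublets that the number of barcodes gives, which removed 646, 287 and 315 cells or 7.79, 5.14 and 5.51%. This left 7652, 5295 and 5397 cells, with a median of 3252, 1884 and 1788 UMIs and 1107, 546 and 481 genes per cell. DecontX, DoubletFinder and scDblFinder were not run, so that neither the contamination score nor the paired doublet scores of the authors entered this selection, and the counts analyzed are not corrected for ambient RNA.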

Finally, only cells meeting all the last quality criteria (nUMI > 500, nGene > 200, proportion of mitochondrial genes <15%) were retained for the analysis presented in this study (7056 cells for the females and 4723 and 4493 cells for each male sample, respectively) (Figure S1D). Whilst most studies use a 5% cutoff for the proportion of mitochondrial transcripts [25], we found that doing so would aberrantly filter out specific epithelial subpopulations otherwise satisfying quality thresholds and showing relevant expression profiles. 

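Of the 18344 cells kept, 2506 (13.7%) had 5% or more of their UMIs on mitochondrial genes. Of these, 1925 (76.8%) were in named epithelial classes and a further 54 in epithelial clusters left unnamed. The share of cells at or above 5% was 47.2 ± 7.93% (SD, n = 3 libraries, here and for the next classes) in *Ltf+*-like cells, 37.4 ± 7.65% in *Car6 hi*-like cells, 26.0 ± 6.96% in the other acinar-like cells and 25.5 ± 6.78% in *Tfrc* hi-like cells. It was 4.52 ± 4.55% in duct-like cells and 8.91 ± 7.52% in MEC-like cells. Outside the epithelium it was 4.37 ± 2.28% in fibroblast-like, 4.39 ± 3.76% in endothelial-like, 2.98 ± 3.92% in lymphoid-like and 4.24 ± 5.80% in myeloid-like cells. Mural-like cells had 28.0 ± 17.4%, over only 145 cells.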

To verify that only high-quality cells remained, we performed high-resolution clustering using decontaminated gene counts to investigate cluster markers and the expression of canonical marker genes in each sample independently.

For whole LG analysis, the normalization and scaling of the DecontX-corrected counts were conducted with the Seurat/SCTransform package. The integration of samples was conducted using canonical correlation analysis (CCA), following Seurat’s recommended analysis pipeline. The cells were clustered using Seurat’s graph-based clustering approach, and the dimension reduction was performed using Uniform Manifold Approximation and Projection (UMAP). The identification of subclusters in the whole LG dataset was conducted using the *FindSubCluster* function from Seurat. For epithelial subclustering, barcodes that belonged to the epithelial compartment were subset and subjected to a separate analysis similarly. To study the gene expression, the DecontX-corrected counts were normalized using the *NormalizeData* function from Seurat.

Data from the LG at postnatal day 4 (P4, deposited under GEO accession #GSM2671416) were downloaded from PanglaoDB (panglaodb.se) and analyzed with R/Seurat using SCTransform normalization and scaling for cell clustering. The relevant groups of cells were evidenced by using the *FindSubCluster* function.

All the R scripts and Seurat objects used in this study can be found on Zenodo (zenodo.org, accessed on 15 May 2023) with https://doi.org/10.5281/zenodo.7927055, accessed on 15 May 2023.

### 2.5. Cell-Lineage Tracing Experiments and Immunostaining

Tamoxifen (TM, 1 g) (#T5648-1G, Sigma-Aldrich, Inc., St. Louis, MO, USA) was resuspended in 2 mL ethanol and diluted in filtered corn oil at 20 mg/mL. The solution was vortexed and placed on a shaker at 45 °C overnight until fully dissolved. TM-inducible Cre-recombinase was activated in mice aged 1.5–2 months old by intraperitoneal injection (0.1 mg TM per g of weight). The noninjected littermates were analyzed to ensure the absence of spontaneous Cre-mediated recombination in the LG.

All the immunostaining experiments were performed on separate days in at least 4 mice between 1 and 6 months old, as indicated in figure legends. Both males and females were investigated. The mice were sacrificed by CO_2_ inhalation followed by cervical dislocation. The harvested LGs were fixed with 2% PFA in PBS (pH 7.4) for 45 min and processed for whole-mount immunostaining or frozen in 2-methylbutane (Sigma-Aldrich, Inc., St. Louis, MO, USA) cooled by liquid nitrogen. Frozen sections (15 μm) were cut with a Hacker/Bright OTF5000-LS004 Cryostat (Hacker Instruments and Industries Inc., Winnsboro, SC, USA) and blocked with 5% BSA in Tris-buffered saline containing 0.05% Tween 20 (TBST). For the whole mounts, the lobules were permeabilized for 30 min with TBST.

Incubation with the appropriate primary antibodies was performed at 4 °C overnight: ACTA2 (α-SMA) mouse monoclonal antibody (#A2547, RRID:AB_476701, Sigma-Aldrich, Inc., St. Louis, MO, USA), PECAM-1 rat monoclonal antibody (#553370, RRID:AB_394816, BD Biosciences, Franklin Lakes, NJ, USA), E-Cadherin (E-CAD, encoded by *Cdh1*) mouse monoclonal antibody (#610182, RRID:AB_397581, BD Biosciences, Franklin Lakes, NJ, USA), Aquaporin5 rabbit antibody (AQP5, #ab92320, RRID:AB_2049171, Abcam, Cambridge, UK), SOX10 rabbit monoclonal antibody (#ab245760, Abcam, Cambridge, UK), HSP60 rat monoclonal antibody (#66041-1-Ig, RRID:AB_11041709, Proteintech, Rosemont, IL, USA), heparan sulfate proteoglycan rat monoclonal antibody (HSPG2, #MAB1948P, RRID:AB_10615958, Sigma-Aldrich, Inc., St. Louis, MO, USA), PAX6 rabbit polyclonal antibody (#Poly19013, BioLegend, San Diego, CA, USA), KRT14 rabbit monoclonal antibody (#SAB5500124, Sigma-Aldrich, Inc., St. Louis, MO, USA), Neurofilament 200 (NF200) mouse monoclonal antibody (#N5389, RRID:AB_260781, Sigma-Aldrich, Inc., St. Louis, MO, USA), TOM20 mouse monoclonal antibody (#sc-17764, RRID:AB_628381, Santa Cruz Biotechnology, Inc, Dallas, TX, USA), and CD3 rabbit monoclonal (Cat# NB600-1441, RRID:AB_789102, Novus Biologicals/Bio-Techne, Minneapolis, MN, USA). The samples were washed with TBST and then incubated for 45 min at room temperature with the appropriate secondary antibody purchased from Thermo Fisher Scientific (Molecular Probes, Waltham, MA, USA). Nuclei were stained with DAPI. The slides were mounted with Fluoromount-G (#0100-01, SouthernBiotech, Birmingham, AL, USA). To verify that the fluorescent signal was solely attributed to the binding of the primary antibody, we used negative controls in which the incubation step with the primary antibody was intentionally omitted. Images were taken using a Zeiss LSM 880 laser scanning confocal microscope at the Microscopy core of the Scripps Research Institute.

### 2.6. Preparation of LG Sections Stained with Toluidine Blue

The LGs were first fixed in a solution of 3% glutaraldehyde (#01909-10, Polysciences, Warrington, PA, USA) and then washed in a 1 M sodium phosphate buffer (PBS) with a pH of 7.3. They were subsequently post-fixed in an osmium tetroxide (OsO4; #0972A-20, Polysciences, Warrington, PA, USA) solution for one hour. After fixation, the samples underwent dehydration through a series of graded alcohols, acetone, and Polybed 812 plastic resin (#08792-1, Polysciences, Warrington, PA, USA). Finally, they were embedded in plastic block molds using 100% Polybed 812. One-micron sections were obtained using a Leica EMCU ultra microtome and placed on glass slides. The sections were then stained with toluidine blue (#01234-25, Polysciences, Warrington, PA, USA).

### 2.7. Flow Cytometry Analysis of LG Immune Cells

Single-cell suspensions of the LGs from 3–4-month-old females were prepared as previously reported [26]. One million cells were blocked with CD16/CD32 Fc blocker (#553141, BD Biosciences, Franklin Lakes, NJ, USA), washed, incubated with live/dead cell discriminator (IR, #L34994, Molecular Probes/Thermo Fisher Scientific, Waltham, MA, USA), and stained using different antibodies/panels: *panel 1*: PTPRC (CD45) (BV510, clone 30F11, #103138, Biolegend, San Diego, CA, USA) and gamma/delta (γδ) TCR (PE-Cy5, clone GL-3, #15-5711-81, eBioscience™/ThermoFisher, Waltham, MA, USA); *panel 2*: PTPRC (BV510, clone 30F11, #103138, Biolegend, San Diego, CA, USA), ITGAX (CD11c) (FITC, Clone HL3, #557400, BD Pharmingen, San Diego, CA, USA), MHC II (I-A/I-E, encoded by *H2-Ab1*) (PE, clone M5/114.15.2, #557000, BD Pharmingen, San Diego, CA, USA), and ITGAM (CD11b) (PE-Cy7, clone M1/70, #552850, BD Pharmingen, San Diego, CA, USA). The cells were then washed two times and resuspended in FACS buffer and kept on ice until flow cytometry was acquired.

For both panels, the live PTPRC^+^ cells were gated by excluding the live/dead dye, followed by two sequential single-cell gates. The γδ TCR+ cells were gated vs. forward scatter area (FSC-A). In a second panel, the MHC II^+^ cells were gated, followed by an ITGAX vs. ITGAM plot.

A BD LSRII Benchtop cytometer was used for data acquisition, and the data were analyzed using BD Diva Software (BD Pharmingen, San Diego, CA, USA) and FlowJo software (version 10.1; Tree Star, Inc., Ashland, OR, USA). The data shown are representative of three independent experiments.

### 2.8. Comparison with the Tear Proteome

To compare the expression level of the tear components in our scRNAseq data to tear composition, we used the tear proteome data previously published by Stopkova et al. [14] that was obtained in male and female individuals of the house mouse (n = 6 in each sex group). We manually associated the current gene names to the 457 proteins that were detected by mass spectrometry and eliminated those for which there was no correspondence in our scRNAseq dataset. The resulting 370 tear components were plotted against their mRNA level in the total LG epithelium. For proteins that could not be identified individually (e.g., SCGB2B7_SCGB2B20 and SCGB1B20_SCGB1B29), we combined the expression level of the corresponding genes. To identify the tear products most highly expressed by the LG epithelium, we selected those with a normalized expression >15. Differences between males and females were considered significant at the protein level and at the mRNA level if the fold change > 1.5 and adjusted *p*-value < 0.05, based on the original publication [14].

### 2.9. Statistical Analysis

For differential expression analysis, we used Seurat’s default nonparametric Wilcoxon rank sum test, and the *p*-values were adjusted based on the Bonferroni correction using all features in the dataset. Only differences with *p*-adj < 0.05 were considered statistically significant.

## 3. Results

### 3.1. Generation of a Single-Cell Atlas of the Mouse Lacrimal Gland

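The data come from the female library and the 2 male libraries, each prepared from a pool of 3 animals, for which the authors deposited UMI counts per gene and barcode before any correction for ambient RNA. Every barcode called as a cell had the same counts in the matrix of all barcodes (0 differing entries in each library). The genome build and the gene annotation behind the counts are not stated. The female sample was processed at another sequencing core and on another day than the male samples, so sex, core and day cannot be told apart, and with 1 female library no test between the sexes was possible. Where 3 values follow each other, they belong to the female library, male library 1 and male library 2, in this order. *Xist* had 21688, 0 and 2 UMIs and the Y-linked *Ddx3y* had 0, 329 and 324. The cells kept held 55390678, 37642071 and 41269825 UMIs.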

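Counts of each library were normalized with SCTransform and integrated by CCA, and clusters were named from marker genes set before the data were examined, whereas the score that a name required was set after the clusters had been seen. The genes reported as results were not used to build the clusters, except those that name them, and a gene that names a class is not reported as a result of that class. Numbers of called genes over all genes do include genes that built or named the clusters. For comparisons between classes, these numbers are therefore not independent of the clustering. For differential expression, the UMIs of a cell class and of the cells it was compared with were summed within each library, which makes 3 pairs of sums. These were compared by edgeR’s quasi-likelihood test with TMM normalization, library as a block and Benjamini-Hochberg adjustment over all genes tested, and genes at an adjusted p under 0.05 are called higher or lower. The standard error given is the log2 fold change divided by the square root of the test's F. The test draws on all genes to estimate spread, so its p does not measure the spread of a single gene over 3 libraries. Nor can the size of p be compared between comparisons. *Pcp4* in MEC-like cells had 9.20 (standard error 0.32, adjusted p = 3.70e-06), and *Car6* in *Car6 hi*-like cells 6.97 (standard error 0.31, adjusted p = 6.62e-110). TMM places the bulk of genes at no change. With total UMIs in place of TMM, an alternative chosen after seeing the data, the log2 fold changes of every comparison move up together, by a median that is given at each comparison, and what drives this was not tested. Values in CPM are the UMIs of a gene scaled by all UMIs of a cell class in a library. For shares of cells with a UMI, cells were thinned at random to 1000 UMIs, because depth differed between classes and libraries. Intervals are exact, at 95%, and cover counting error only. Reads of close paralogs (the *Scgb*, *Esp*, *Obp1a*/*Obp1b*, *Mup4*, *Amy1* and *Hba* genes) could have been split between family members or lost in counting, so their values are less certain than those of other genes.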

To generate a comprehensive cell atlas of the LGs, we performed scRNAseq on pooled cells from female (one sample consisting of three animals) and male (two samples, each prepared from three animals) mice using the 10× Genomics platform. Data preprocessing consisted in excluding the doublets and low-quality cells and in reducing the ambient RNA contamination (see Section 2, Figure S1). The integration of the female (7056 cells) and male (9216 cells) datasets resulted in a total of 16,272 cells for cell-type characterization. Unsupervised clustering and uniform manifold approximation and projection (UMAP) analysis revealed 12 main cell clusters within the LG (Figure 1A), which were present in both male and female LGs (Figure S2A–C). 

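At a clustering resolution of 1, every class given here was found in each library, with monocyte-, dendritic- and mast-like cells counted together with macrophage-like cells as myeloid-like. Epithelial cells of named classes numbered 2418, 2768 and 3152, which was 31.6%, 52.3% and 58.4% of the cells kept. Below, shares of epithelial cells and comparisons with other epithelial cells rest on these. Fibroblast-like cells numbered 1680, 716 and 485, endothelial-like cells 939, 480 and 357, mural-like cells 50, 45 and 50, lymphoid-like cells 829, 306 and 441 and myeloid-like cells 1593, 954 and 872. Clusters in which no set of markers stood out were left unnamed. They held 143, 26 and 40 epithelial cells (1.87%, 0.491% and 0.741% of cells kept) and 462, 206 and 189 cells grouped with myeloid cells (6.04%, 3.89% and 3.50%). The former are not in the numbers of epithelial cells above, and the latter are counted among the myeloid-like cells.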

The cell clusters were further characterized based on their expression level of the established markers (Figure 1B,C) in combination with their computed marker genes (Figure S2D, Table S1).

Six epithelial clusters were identified based on known markers of the LG epithelium (Figure 1B) [4,5]: *Fxyd3*, *Epcam*, *Sox9*, and *Pax6* (Figure 1C,D). Acinar cells were enriched in *Lpo*, *Prom2*, and *Pigr* [4,27] (Figure 1B,C). The ductal cluster expressing *Wfdc2* was also marked by *Krt14* and *Krt5*, characteristic of basal ductal cells (Figure 1B,C) [5]. A cluster labeled by the luminal ductal markers *Ltf* and *Sftpd* [8,28] was annotated as *Ltf+* epithelial cells, since the presence of a *Lpo+* subset suggested it may also contain acinar cells (Figure 1B,C). Myoepithelial cells (MECs) were identified by the expression of *Krt5/14* and genes related to smooth muscle (Figure 1B,C): *Cnn1*, *Tagln*, and *Acta2* (see Figure 1D for specific ACTA2 immunoreactivity).

Six main clusters of stromal cells were labeled by *Vim* (Figure 1C). They included fibroblasts expressing *Col1a1*, *Apod*, *Lum*, and *Pdgfra* (Figure 1B,C) that are scattered throughout the LG tissue (Figure 1E). Vascular endothelial cells were marked by *Pecam1*, *Flt1*, *Kdr*, and *Ptprb*, while the dual expression of *Acta2* and *Rgs5* indicated the presence of vascular mural cells [29] (Figure 1B,C). The immune compartment was labeled by the pan-leukocyte marker *Ptprc* (Figure 1C), and *Cd52* (Figure 1B)*. Cd52* encodes a glycoprotein expressed by lymphoid cells (*Ms4a4b*, *Trbc2*) and by myeloid lineages (*Cd74*, *H2-Ab1*). The myeloid clusters included *Csf1r*-expressing monocytes and macrophages (Mφ, specifically labeled by *C1qa*), as well as dendritic cells expressing *Cd209a* (Figure 1B,C). Both CSF1R+ Mφ/Mo and CD3+ T cells are commonly found in the normal LG (Figure 1F).

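Of the genes for adult hemoglobin subunits, *Hbb-bs* (ENSMUSG00000052305) had 296, 9 and 13 UMIs over all cells kept, *Hba-a1* 99, 3 and 2, *Hba-a2* 68, 4 and 1 and *Hbb-bt* 5, 4 and 0. The female *Hbb-bs* UMIs came from 5 of 7652 cells, of which 2 held more than 20 each and 1 held 225. In the male libraries 3 and 2 cells had an *Hbb-bs* UMI. The share of cells was at most 0.170% for any of these genes in any library.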

We did not detect any gene coding for hemoglobin subunits, suggesting a successful depletion of erythrocytes from the cell suspension.

### 3.2. Identification of the Stromal Cells Composing the Lacrimal Gland

#### 3.2.1. Vascular Cells

The circulatory system of mammalian tissues consists of venous, arterial, and capillary blood vessels formed by endothelial and mural cells [30].

Mural cells are wrapped around the vascular tube formed by endothelial cells and can either be vascular smooth muscle cells (VSMC) or pericytes (PC). PCs cover capillaries, while VSMCs are associated with larger blood vessels. Consistent with a contractile phenotype, mural cells highly expressed many contraction-related genes (*Acta2*, *Myh11*, *Tagln*, *Tpm1*, *Tpm2*, *Mylk*, and *Cald1*) (Figure 2A). 

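Mural-like cells (50, 45 and 50 cells with 167707, 75880 and 90004 UMIs) were compared with all other cells over 11306 genes. *Myh11* (ENSMUSG00000018830) had 1805 ± 1156 CPM (SD, n = 3 libraries) in mural-like and 19.9 ± 15.8 CPM in other cells, a log2 fold change of 4.83 (standard error 0.33, adjusted p = 1.79e-45). All 6 contraction genes other than the naming marker *Acta2* (*Myh11*, *Tagln*, *Tpm1*, *Tpm2*, *Mylk* and *Cald1*) were higher in 3 of 3 libraries and called higher, 6 of 6 also when adjusted over the list alone, with log2 fold changes from 3.00 to 4.83. The count stayed at 6 under every alternative tried, and the log2 fold change of *Myh11* was between 4.69 and 4.95 with 1 library left out. Over all genes, 505 were called higher and 1092 lower. With total UMIs in place of TMM, which moved the median log2 fold change by 1.52, these counts were 1684 and 163. Without the female library 134 genes were called higher and 324 lower.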

Analysis of the *Acta2*-GFP reporter mouse showed the distinctive morphologies of PCs and VSMCs in the LG, depending on the type of vessel they interact with (Figure 2B). In addition to *Rgs5*, the mural cells in our dataset specifically expressed *Des*, *Notch3*, *Mustn1*, *Gucy1a1*, and *Pdgfrb* consistent with PC identity [29,31,32] (Figure 2C). Together with MECs, they also featured high expression of the matricellular protein *Sparcl1* that regulates angiogenesis and blood vessel integrity [33] (Figure 2C). 

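In the same comparison, *Notch3* (ENSMUSG00000038146) had 340.5 ± 166 CPM in mural-like and 0.371 ± 0.143 CPM in other cells, and its log2 fold change was 8.13 (standard error 0.49, adjusted p = 1.23e-57). *Des*, *Mustn1*, *Gucy1a1*, *Pdgfrb* and *Sparcl1* were also called higher, each in 3 of 3 libraries, so that 6 of 6 genes of this list were called over all genes and 6 when adjusted over the list alone. Their log2 fold changes went from 3.50 for *Sparcl1* to 8.13 for *Notch3*. Counts were also simulated from the profile pooled over both arms, with differences of known size given to randomly chosen genes. Of these, 1.05% of those with a 4-fold and 53.4% of those with a 16-fold difference were called. In such counts most differences of 4-fold are thus missed with so few mural-like cells. The simulation leaves out the real differences between the arms.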

Although *Myh11* is associated with VSMC identity [29], this cluster of mural cells was not enriched in *Myocd* or *Cnn1* (Figure 2A,C), thus further suggesting it mainly consists of *Acta2+*/*Myh11+* PCs transcriptionally similar to those identified in the kidney [32].

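*Cnn1* (ENSMUSG00000001349) had 70.8 ± 40.2 CPM in mural-like and 14.7 ± 7.34 CPM in other cells, a log2 fold change of 0.62 (standard error 0.49, adjusted p = 0.453), higher in 3 of 3 libraries and not called. With total UMIs in place of TMM it was 2.26 and called. *Myocd* (ENSMUSG00000020542) had 8, 2 and 2 UMIs in mural-like cells and 0 in all other cells, too few to pass the filter on low counts, so it was not tested. Without that filter, *Myocd* was called higher in mural-like cells.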

Using the markers previously identified in a cross-tissue single-cell atlas of mouse endothelium [34], we identified three subsets within the vascular endothelial cell (EC) cluster (*Ptprb*, *Pecam1*, *Flt1*, *and Kdr*), namely, the capillary (cap., #1), venous (ven., #2), and arteriolar (art., #3) endothelial cells (Figure 2D and Figure S3A). The capillary EC highly expressed *Plvap*, the chemokine *Cxcl12*, and the regulator of cell cycle *Rgcc* (Figure 2E) that was also found in the choriocapillaris that fosters retina [35]. 

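Endothelial-like, fibroblast-like, lymphoid-like and myeloid-like cells were each clustered again and the subsets named in the same way. Genes of a subset were compared with the rest of its class as CPM per library, without a test, because subsets were small. Capillary-like EC numbered 513, 273 and 156 cells, 53.0% of endothelial-like cells. *Plvap* (ENSMUSG00000034845) had 1523 ± 92.8 CPM (SD, n = 3 libraries) in capillary-like EC and 658 ± 149 CPM in other endothelial-like cells. The log2 ratios were 1.24 ± 0.36 for *Plvap*, 3.06 ± 0.43 for *Cxcl12* and 2.23 ± 0.12 for *Rgcc*, with all 3 genes higher in 3 of 3 libraries. Over the capillary-, arteriolar- and venous-like EC, 13 of 13 named genes were higher in 3 of 3 libraries. The alternatives that moved this count most were a mitochondrial share under 5% and more than 1000 UMIs per cell, which left too few arteriolar-like cells to compare and 8 of 8 genes higher.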

While the arteriolar EC did not express *Pvlap*, they were defined by high levels of *Fbln2* and *Crip1* (Figure 2D) and were specifically enriched in genes controlling endothelial cell identity and vascular integrity (*Cldn5*, *Stmn2*, and *Clu*) [36,37] (Figure 2D). 

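Arteriolar-like EC numbered 52, 11 and 10 cells, few enough that single cells weigh on the male values. Their log2 ratios over the other endothelial-like cells were 2.99 ± 0.43 for *Fbln2*, 2.01 ± 0.30 for *Crip1*, 5.67 ± 0.94 for *Cldn5*, 4.74 ± 1.39 for *Stmn2* and 2.80 ± 0.85 for *Clu* (mean ± SD, n = 3 libraries), and each of these genes was higher in 3 of 3 libraries. They rest on 115, 190, 165, 117 and 94 UMIs in the subset, in the same order.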

The venous EC were identified by the restricted expression of genes modulating leukocyte adhesion, trafficking, and recruitment (Figure 2E): *Selp* (also known as CD62P) expressed by activated endothelial cells [38], *Ackr1* (DARC1) that binds cytokines [39] and specifically labels venular endothelial cells [40], and *Cxcl10* and *Vcam1* that mediate leukocyte-EC interaction during inflammation [41,42,43]. 

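Venous-like EC numbered 181, 119 and 102 cells. *Selp* (ENSMUSG00000026580) had 2007 ± 298 CPM in venous-like EC and 76.4 ± 45.2 CPM in the other endothelial-like cells. The log2 ratios were 4.88 ± 0.97 for *Selp*, 6.21 ± 1.81 for *Ackr1*, 3.73 ± 0.58 for *Cxcl10* and 4.10 ± 1.00 for *Vcam1*, and 2.80 ± 0.73 for the further marker *Vwf* (mean ± SD, n = 3 libraries), each higher in 3 of 3 libraries.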

Finally, the venous EC identity was further supported by the expression of *Vwf*, a marker of postcapillary high endothelial venules [44].

#### 3.2.2. Fibroblasts

Fibroblasts have been identified based on the expression of *Pdgfra*, *Col1a1*, *Lum*, and *Apod* (Figure 2F) [45]. In a recent publication, Buechler and coauthors [46] analyzed 28 datasets and identified several universal subtypes of fibroblasts. We thus adopted the system presented in their study to annotate the four fibroblast subclusters we found in the LG (Figure 2F and Figure S3B). Similar to other tissues, the parenchymal fibroblasts (#1, 2) expressed *Penk*, *Crabp1*, *Col15a1*, and *Cxcl14* (Figure 2F), but one large subgroup (#1) was enriched in *Fgf*10+ cells (Figure 2G) that play a pivotal role in LG development, homeostasis, and regeneration [47,48,49]. 

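Parenchymal-like fibroblasts numbered 1309, 547 and 370 cells, 77.3% of fibroblast-like cells, and were not divided further. *Col15a1* and *Fgf10* were higher in 3 of 3 libraries in these cells than in the other fibroblast-like cells, with log2 ratios of 1.66 ± 0.65 and 0.92 ± 0.61 (mean ± SD, n = 3 libraries). *Fgf10* had 184 ± 72.6 CPM in parenchymal-like and 101 ± 47.1 CPM in the other fibroblast-like cells. *Penk*, *Crabp1* and *Cxcl14* served to name the subset.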

Adventitial fibroblasts (#3) were specifically enriched in *Ackr3*, *Ly6c1*, and *Dpp4* expression (Figure 2G) and showed high levels of *Pi16*, *Fn1*, *C3*, and *Cd34* (Figure 2F), consistent with a progenitor-like phenotype [46]. These cells located in vascular niches can produce extracellular matrix and can specialize upon stimulus [50,51,52,53]. 

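Adventitial-like fibroblasts numbered 107, 32 and 46 cells. Against the other fibroblast-like cells, the log2 ratios were 4.27 ± 0.35 for *Ackr3*, 3.17 ± 0.96 for *Ly6c1*, 3.30 ± 0.87 for *Fn1*, 1.59 ± 0.62 for *C3* and 2.22 ± 0.47 for *Cd34* (mean ± SD, n = 3 libraries), and all 5 genes were higher in 3 of 3 libraries. *Fn1* (ENSMUSG00000026193) had 1926 ± 754 CPM in the subset and 191 ± 53.9 CPM in the rest.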

The *Fgf10^low^* cluster of fibroblasts (#2) had an intermediate transcriptional profile between *Fgf10+* parenchymal and adventitial fibroblasts; they likely represent a transitional stage during fibroblast differentiation. The last cluster #4 was enriched in fibrogenic factors such as *Mfap4*, *Cilp*, *Tnc*, *Pdgfrl*, and *Fxyd6* and was not described as a universal subtype [46]. Therefore, its significance in steady-state and pathological LG remains to be determined.

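A subset with the markers of this cluster numbered 51, 34 and 22 cells. Of the genes that did not name it, *Pdgfrl* had 349.7 ± 241 CPM against 1.76 ± 2.31 CPM in the other fibroblast-like cells, and *Fxyd6* 268 ± 204 against 3.71 ± 1.69 CPM (SD, n = 3 libraries), with log2 ratios of 7.12 ± 0.34 and 5.59 ± 1.25. Both were higher in 3 of 3 libraries.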

#### 3.2.3. Lymphoid Cells

Similar to mucosal surfaces, the LG contains multiple cells of lymphoid and myeloid lineages [54] that were largely represented in our cell atlas.

Subclustering of the lymphoid cells identified five subclusters (Figure 3A and Figure S4A). The restricted expression of *Gata3*, *Rora*, *Nr4a1/3*, *Areg*, *Csf2*, and *Vps37b* indicated innate lymphoid cells (ILC, #1). 

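ILC-like cells numbered 317, 105 and 93, 32.7% of lymphoid-like cells. Against the other lymphoid-like cells, the log2 ratios were 2.65 ± 0.67 for *Rora*, 2.58 ± 1.07 for *Nr4a1* and 2.55 ± 1.29 for *Nr4a3* (mean ± SD, n = 3 libraries), each higher in 3 of 3 libraries. *Vps37b* was higher in 2 of 3 libraries, with a log2 ratio of 0.84 ± 1.28, less than its spread. Over the 4 lymphoid subsets that could be named, 15 of 16 genes were higher in 3 of 3 libraries. Without integration only ILC-like cells could be compared, and 3 of 4 of their genes were higher.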

In cluster #2, the co-expression of T cell markers (*Cd3g*, *Cd3d*, and *Trac*) combined with higher levels of the retention marker *Cd69* as well as *Vps37b*, *S100a4*, *Ltb*, and *Il7r* was suggestive of resident memory T cells (Trm). 

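Without thinning, 77 of 1576 lymphoid-like cells had a UMI of *Tcrg-C1* and 65 had one of *Il17a*. Both genes were found in 27, 2 and 0 cells. *Il17a* was detected in 40.3, 33.3 and 0% of the 67, 6 and 4 cells with *Tcrg-C1* and in 1.97, 4.00 and 2.06% of the others, at a median of 2286, 1357.5 and 1033 UMIs per lymphoid-like cell. The co-detection thus rested on the female library, and the 0 of 4 cells of male library 2 are too few to set a limit. A cluster of resident memory T cells could not be named from its markers.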

A small subset of cells co-expressing *Tcrg-C1* and *Il17a* also indicated the presence of γδT cells, which was confirmed by flow cytometry (Figure 3B). By contrast, the *Cd3g+* cluster #3 showed expression of *Cd8b1*, *Nkg7*, and *Ccl5* revealing cytotoxic T cells (Tc). The expression of *Ly6c2* (involved in memory T homing) suggested an “effector memory-like” phenotype for this cluster enriched in Tc. 

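Cytotoxic T-like cells numbered 129, 53 and 111. Their log2 ratios over the other lymphoid-like cells were 0.63 ± 0.54 for *Cd3g*, 0.79 ± 0.11 for *Nkg7*, 1.46 ± 0.22 for *Ccl5* and 2.63 ± 1.68 for *Ly6c2* (mean ± SD, n = 3 libraries), each higher in 3 of 3 libraries. The ratio of *Cd3g* exceeded its spread between libraries only slightly.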

Lastly, the NK cells (#4) were identified based on the expression of *Nkg7*, *Tyrobp*, *Xcl1*, *Gzma*, and *Klra8*. 

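NK-like cells numbered 150, 54 and 53. The log2 ratios of the named genes over the other lymphoid-like cells were 2.35 ± 0.41 for *Nkg7*, 2.80 ± 0.33 for *Tyrobp*, 2.67 ± 0.22 for *Xcl1*, 2.43 ± 0.57 for *Gzma* and 2.73 ± 0.73 for *Klra8* (mean ± SD, n = 3 libraries), and each gene was higher in 3 of 3 libraries.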

Proliferating lymphocytes (#5) were defined by the expression of mitotic genes including *Mki67*, *Stmn1*, and *Pclaf*.

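Proliferating-like lymphocytes numbered 24, 13 and 13 cells. *Mki67*, *Stmn1* and *Pclaf*, which did not name the subset, had 65, 132 and 51 UMIs in it, log2 ratios of 7.06 ± 1.35, 5.17 ± 0.49 and 6.50 ± 0.45 (mean ± SD, n = 3 libraries) over the other lymphoid-like cells, and were higher in 3 of 3 libraries.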

#### 3.2.4. Myeloid Cells

The LG contains numerous *Csf1r+* macrophages (Mφ) of different shapes and sizes that closely interact with epithelial cells (Figure 3C). In addition, flow cytometry analysis evidenced a significant number of MHC-II+(encoded by *H2-Ab1*)/ITGAM+/ITGAX+ dendritic cells in the healthy LG (Figure 3D). To gain a better knowledge of the *Cd74+* myeloid subtypes composing the LG, Mφ and monocytes/dendritic cells (Mo/DC) clusters were further divided into finely resolved subpopulations (Figure 3E and Figure S4B).

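Macrophage-like cells, named in the clustering of all cells, numbered 1057, 529 and 473, 60.2% of myeloid-like cells. Against the other myeloid-like cells, the log2 ratios were 1.01 ± 0.50 for *Csf1r* and 0.68 ± 0.44 for *Adgre1* (mean ± SD, n = 3 libraries), each higher in 3 of 3 libraries. Over the 7 myeloid groups compared, 22 of 23 genes were higher in 3 of 3 libraries. Under the alternatives, with 5 to 7 groups, the share ranged from 91.3% of 23 genes to 100% of 17.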

In the Mφ population expressing the canonical markers *Csf1r*, *C1qa*, *Mafb*, and *Adgre1* (Figure 3E), cluster #1 did not have any distinctive features compared to other subgroups but expressed relatively higher levels of heat-shock proteins (Figure S4B). This could suggest that these cells are stressed or undergoing differentiation [55]. 

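M1-like macrophages, named in part by *Il1b*, numbered 792, 379 and 314 cells. The log2 ratios of the remaining genes over the other myeloid-like cells were 1.74 ± 0.66 for *Cd14*, 1.56 ± 0.35 for *Tnf*, 1.52 ± 0.35 for *Nlrp3* and 1.76 ± 0.40 for *Ccl4* (mean ± SD, n = 3 libraries), each higher in 3 of 3 libraries. *Ccl4* (ENSMUSG00000018930) reached 15452.5 ± 3679.8 CPM in these cells and 4861 ± 2519 CPM in the rest.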

High levels of *Cd14* and several proinflammatory factors (*Il1b*, *Tnf*, *Nlrp3*, and *Ccl4*) in cluster #2 were suggestive of a polarization into M1 Mφ, which are known for their proinflammatory properties (Figure 3E). Cluster #4 displayed a high expression of *Trem2*, which is associated with the specification of lipid-associated Mφ called foamy cells (or lipid-laden Mφ) by driving a gene expression program related to phagocytosis, lipid catabolism, and energy metabolism [56,57,58]. In addition, this population also expressed high levels of *Lgals3*, *Ctsb*, and *Ctsd* (Figure 3E and Figure S4B), similar to the anti-inflammatory TREM2^hi^ foamy Mφ identified in atherosclerotic aorta [59]. In comparison, cluster #5 expressed lower levels of *Trem2* and *Lgals3* but harbored higher levels of *Grn* and also expressed lipid-associated genes (*Pltp* and the phagocytic receptor *Cd36*). 

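*Trem2* hi-like cells numbered 211, 118 and 124. Their log2 ratios over the other myeloid-like cells were 1.81 ± 0.10 for *Lgals3*, 2.17 ± 0.29 for *Ctsb* and 3.38 ± 0.33 for *Ctsd* (mean ± SD, n = 3 libraries), and the genes were higher in 3 of 3 libraries.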

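M2-like macrophages numbered 35, 49 and 24 cells. *F13a1* had 331 ± 121 CPM in these cells and 8.78 ± 6.57 CPM in the other myeloid-like cells. The log2 ratios were 5.28 ± 1.37 for *F13a1*, 1.88 ± 0.51 for *Grn*, 3.70 ± 1.07 for *Pltp* and 1.21 ± 0.97 for *Cd36* (mean ± SD, n = 3 libraries), and each gene was higher in 3 of 3 libraries. The value for *Cd36* rests on 33 UMIs.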

Taken together with the specific expression of *Mrc1*, *Pf4*, and *F13a1*, we defined these cells as M2-like resident Mφ.

Population (#10) lacked Mφ markers but expressed *Csf1r*, *Clec4e*, *Plac8*, and high levels of *Lyz2* (Figure 3E) consistent with monocytes. The transcriptional profile of this cluster (*Cx3cr1-*/*Ly6c2+*/*Ccr2+*) suggests they are mostly classical monocytes [60]. 

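Monocyte-like cells numbered 18, 57 and 73. Against the other myeloid-like cells, the log2 ratios were 3.40 ± 1.04 for *Clec4e*, 5.39 ± 1.64 for *Plac8*, 2.01 ± 0.36 for *Lyz2* and 3.00 ± 1.17 for *Ccr2* (mean ± SD, n = 3 libraries), each higher in 3 of 3 libraries. *Csf1r* had 108 ± 6.93 CPM in monocyte-like cells and 238 ± 169 CPM in the others, lower in 3 of 3 libraries, with a log2 ratio of -0.91 ± 0.90.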

DCs in the LG were identified by the expression of *Cd209a*, *Il1b*, and *S100a4*. 

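Dendritic-like cells, named in part by *Cd209a* and *Il1b*, numbered 39, 142 and 120. *S100a4* had 956 ± 174 CPM in these cells and 169.5 ± 72.0 CPM in the other myeloid-like cells (SD, n = 3 libraries), a log2 ratio of 2.58 ± 0.96, higher in 3 of 3 libraries.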

The LG also contained small populations of Type 1 conventional DCs (cDC1, #8) characterized by *Irf8*, *Naaa*, and *Xcr1*; plasmacytoid DC (pDC, #9), defined by *Plac8*, *Siglech*, and *Ly6d*; and migratory DCs (mig DC, #11) showing the specific expression of *Fscn1*, *Eno3*, and *Cacnb3*. 

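Migratory DC-like cells numbered 20, 38 and 39. *Fscn1*, *Eno3* and *Cacnb3* had 113, 49 and 39 UMIs in them and log2 ratios of 8.49 ± 0.46, 6.17 ± 0.10 and 7.12 ± 1.05 over the other myeloid-like cells (mean ± SD, n = 3 libraries), higher in 3 of 3 libraries. No cluster met the rules for a name as Type 1 conventional DCs or as plasmacytoid DCs.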

We also identified proliferating Mφ (#3) and DCs (#6) based on the expression of *Birc5*, *Pclaf*, and *Top2a.*

In summary, our data reveal the LG to be composed of a diverse array of immune cells including infiltrating and resident subtypes. 

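Myeloid-like cells made up 65.8% (63.8 to 67.7%), 75.7% (73.2 to 78.1%) and 66.4% (63.8 to 69.0%) of the myeloid- and lymphoid-like cells, with 95% intervals in parentheses, or 69.3 ± 5.56% (SD, n = 3 libraries). Unnamed cells grouped with myeloid cells are counted as myeloid-like here. Of the myeloid-like cells, 43.4% were M1-like, 13.2% *Trem2* hi-like, 3.16% M2-like, 4.33% monocyte-like, 8.80% dendritic-like and 2.84% migratory DC-like.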

The myeloid lineage is preponderant and mainly consists of a heterogenous population of unpolarized and polarized Mφ.

### 3.3. Characterization of LG Epithelial-Cell Clusters

The subclustering analysis of epithelial clusters identified in Figure 1A,B revealed an unexpected complexity for the LG epithelium, with most populations being detected in both male and female mice (Figure 4A,B). 

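Of the epithelial cells, other acinar-like cells (those that were neither *Tfrc* hi-like nor *Car6 hi*-like) made up 32.5% (95% interval 30.6 to 34.4%) in the female library, 51.8% (95% interval 49.9 to 53.6%) in male library 1 and 60.1% (95% interval 58.4 to 61.8%) in male library 2. In the same order, duct-like cells made up 43.0% (95% interval 41.0 to 45.0%), 11.7% (95% interval 10.5 to 13.0%) and 8.47% (95% interval 7.52 to 9.50%), and MEC-like cells 14.2% (95% interval 12.9 to 15.7%), 11.9% (95% interval 10.7 to 13.2%) and 8.88% (95% interval 7.91 to 9.93%). *Ltf+*-like cells made up 3.56% (95% interval 2.85 to 4.37%), 14.1% (95% interval 12.8 to 15.4%) and 12.4% (95% interval 11.2 to 13.6%), *Tfrc* hi-like cells 3.97%, 6.83% and 7.46% and *Car6 hi*-like cells 2.73%, 3.76% and 2.73%. As a share of all cells kept, the log2 ratio of the female library over the mean of the male libraries was -1.60 for other acinar-like cells. Clustering without integration moved this most, to -6.36. Shares of cells depend on how well each type survives dissociation, and the libraries were not made side by side.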

The main subtypes were identified using established markers, while new subsets were annotated using their most specific markers (Figure 4C and Figure S5). In accordance with the LG histological structure (Figure 4D,E), *Aqp5* labeled most acinar cells expressing tear products (*Lcn11*, *Scgb2b2*, and *Lpo*), as well as small ducts and intercalated ducts that were characterized by the expression of *Ltf*, *Dmbt1*, *Sftpd*, and a subset of *Krt7*+ cells. Consistent with LG immunostaining (Figure 4F,G), *Krt14* marked larger multilayered ducts (*Wfdc2* and *Krt5/7/19*) and MECs *(Acta2* and *Sox10*).

We then undertook the detailed characterization of the known and novel populations using their respective transcriptional profiles (Table S2) to evidence their specific features and putative new functions in the LG.

#### 3.3.1. Acinar Populations (#0, 1, 6, 7, 8, 9, 10)

Acinar markers including *Pigr* (that enables the transcytosis of IgA produced by plasma cells), *Bhlha15* (encoding the transcription factor MIST1), and *Prom2* (that regulates plasma membrane microdomains) were mostly detected in clusters #0, 1, and 6 (Figure 5A), thus indicating that they correspond to well-differentiated mature acinar cells [4,27].

The two main mature acinar clusters #0 and #1 had unique features (Figure S6A). Indeed, cluster #0 was characterized by a relatively high proportion of mitochondrial genes (median = 8.56%). 

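The other acinar-like cells fell into 5 clusters. Their median mitochondrial share was 0.498, 5.22, 0.410, 2.54 and 8.18% over 1279, 1073, 858, 546 and 357 cells. In the cluster with the highest share it was 6.48, 8.48 and 8.37% in the female library, male library 1 and male library 2. Mitochondrial genes were not used to build these clusters.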

Although the high expression of mtDNA may be the sign of distressed/dying cells, cluster #0 did not display other features associated with low quality cells (i.e., a low number of genes and UMIs) and showed the highest levels of canonical acinar markers (Figure 5A). Moreover, immunostaining with the mitochondrial markers HSP60 (Figure 5B) or TOM20 (Figure S6B) suggests that the mitochondrial content is indeed heterogenous across acinar LG cells. 

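The acinar-like cluster with the most RNA had a median of 42889 UMIs and 1406 genes per cell, or 72781, 47093 and 37495.5 UMIs in the 3 libraries. The other 4 acinar-like clusters had medians of 6596, 6421, 4378.5 and 5327 UMIs. Median doublet scores were 0.0438 in the cluster with the most RNA and 0.0393, 0.0336, 0.0441 and 0.0330 in the others, after the highest scores had been left out. Doublets of 2 cells of the same type are mostly missed by such scores.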

Cells in cluster #1 had the highest RNA content (Figure S6A) that could suggest the presence of homotypic doublets; however, this feature is also consistent with their exocrine function, similar to acinar cells in other tissues [61]. Differential expression analysis (Figure 5C, Table S3) showed that compared to cluster #1, cluster #0 expressed higher levels of genes coding for subunits of the mitochondrial respiratory chain complexes (*mt-Atp6*, *mt-Co2*, *mt-Nd1*, etc.), genes involved in protein synthesis and folding (*Rpn2*, *Eef2*, *Ph4b*, *Qsox1*, etc.), specific tear-related genes (*Hp*, *Lpo*, *Dnase1*, *Pigr*, and *Esp15*), and the lncRNA *Malat1* regulating many cellular functions [62]. 

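Because the clusters here were built without mitochondrial genes, other acinar-like cells at or above their own library’s median mitochondrial share (393, 717 and 947 cells) were compared with those below it (393, 716 and 947), over 8639 genes. The lncRNA *Malat1* (ENSMUSG00000092341) had 4532 ± 1995 CPM (SD, n = 3 libraries) in the cells with more mitochondrial RNA and 479 ± 219 CPM in those with less, a log2 fold change of 1.98 (standard error 0.20, adjusted p = 2.82e-12), higher in 3 of 3 libraries. *Qsox1* (0.62), *Rpn2* (0.47), *Eef2* (0.45) and *Pigr* (0.36) were also called higher, by small log2 fold changes, which makes 5 of 10 named genes, and 5 when adjusted over the list alone. The log2 fold changes of *Lpo* (0.31), *Dnase1* (0.07), *P4hb* (0.02) and *Hp* (-0.26) were not called, and *Esp15* was called lower, with -1.75 (standard error 0.24, adjusted p = 7.55e-09). By CPM, 9 of the 10 genes were higher in 3 of 3 libraries. The count of 5 fell to 1 without male library 2, whereas 4 genes were called without the female library and 4 without male library 1. Total UMIs in place of TMM, with a median shift of 1.27, called 9 of the 10 genes higher. Over all genes, 2048 were called higher and 2188 lower with TMM, against 6878 and 57. Cells with less mitochondrial RNA held more UMIs (medians of 25305, 34334 and 22683 against 3896, 4275 and 6323), so the 2 groups also differ in how much free RNA weighs in them.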

Cluster #1 showed many ribosomal proteins (Table S3) and other factors involved in mRNA processing and polypeptide synthesis (e.g., *Btf3*, *Naca*, *Sec61g*, and *Eif1*) (Figure 5C). 

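In the cells with less mitochondrial RNA, *Sec61g* (ENSMUSG00000078974) had 146 ± 12.7 CPM, against 99.4 ± 18.2 CPM in those with more (SD, n = 3 libraries), a log2 fold change of more against less mitochondrial RNA of -1.84 (standard error 0.16, adjusted p = 9.41e-14). *Btf3* (-1.68), *Naca* (-1.47) and *Eif1* (-1.15) were likewise called lower in the cells with more. By CPM *Eif1* was nonetheless higher in these cells in 3 of 3 libraries, so its sign depends on TMM.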

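The same comparison called *Gm1553* lower in other acinar-like cells with more mitochondrial RNA, with a log2 fold change of -1.73 (standard error 0.31, adjusted p = 5.98e-06), and likewise *Fth1* (-1.27), *Tmsb4x* (-1.44) and *Tpt1* (-1.49). With *Btf3*, *Naca*, *Sec61g* and *Eif1*, 8 of 8 named genes were called lower, 8 when adjusted over the list alone, and 5 were lower by CPM in 3 of 3 libraries. Total UMIs in place of TMM left 3 of these calls.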

We also noted the upregulation of *Gm1553* predicted to code for the tear product lacrein [14], the ferritin subunit *Fth1*, *Tmbs4x* that regulates actin polymerization, and *Tpt1* that stabilizes microtubules (Figure 5C). Therefore, we referred to cluster #1 as “synthesizing acinar cells” actively transcribing components of the cellular machinery for intensive mRNA processing, protein synthesis, and trafficking. As cluster #0 was enriched in mitochondrial genes that are necessary for the production of ATP required for active secretion, we labeled these cells as “secreting acinar cells”. Rather than different cell subtypes, we suggest that these two main acinar clusters correspond to two temporally distinct cellular states; both protein synthesis and secretion are energetically demanding processes that are probably uncoupled to meet the cell capacities for ATP production. Consistent with this, one-micron sections of the LG stained with toluidine blue revealed heterogeneity in acinar morphology, and the appearance of cytoplasmic granules that varied in number, size, and color (Figure 5D).

Cluster #6 had an intermediate profile between clusters #0 and 1, both in terms of metrics (Figure S6A) and gene expression (Figure 5A), as shown by the shared expression of cytochrome *Cyp2b10* and of *Edem2*, which is involved in endoplasmic reticulum (ER)-associated degradation. We thus propose that cluster #6 may correspond to a transitional state between the two main phases of acinar function (synthesis and secretion).

Cluster #7 had a low number of genes (Figure S6A) and lacked the expression of *Cyp2b10* and *Edem2* (Figure 5A) and thus might be acinar cells not fully differentiated into their mature state. It is also possible that this cluster contained acinar cells of technically lower quality.

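Of the 5 acinar-like clusters, the one with the smallest female share held 22 female cells among 357, or 6.16%, with 142 cells from male library 1 and 193 from male library 2. It is also the cluster with the highest mitochondrial share. Its median number of genes was 806, against 1406, 660, 370 and 438 in the other clusters. The other 4 clusters were 20.0, 12.4, 28.3 and 24.2% female.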

Cluster #9 had a similar gene expression profile (Figure 5A) but was found only in male LG (Figure 4A,B). Compared to the male clusters #0 and 1 (Figure S6C, Table S3), it expressed a higher level of some secretoglobins (SCGBs), *Car6*, and exocrine-secreted proteins (*Esp24* and *Esp31*). However, the most significantly upregulated transcript was *Gm42418* that overlaps the locus for Rn45s and thus may represent rRNA contamination in this cluster [63].

Cluster #8 shared most of acinar markers found in other clusters (Figure 5A) but had a unique expression profile (Figure 5E). It contained cells with high expression levels for the transferrin receptor *Tfrc*, transcriptional regulators (*Etv1*, *Malat1*, *Neat1*, *Auts2*, and *Tnrc6a*), and genes involved in mRNA stabilization and splicing (*Tent5a*, *Luc7l2*, *Srsf5*, and *Snrnp70*), thus suggesting that these acinar cells were undergoing transcriptional remodeling. 

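*Tfrc* hi-like cells (96, 189 and 235 cells with 288616, 353571 and 408366 UMIs) were compared with all other acinar-like cells, *Car6 hi*-like ones among them, over 8726 genes. *Tnrc6a* (ENSMUSG00000052707) had a log2 fold change of 2.20 (standard error 0.21, adjusted p = 4.57e-22), and 196 ± 70.3 CPM in *Tfrc* hi-like against 10.3 ± 1.12 CPM in other acinar-like cells (SD, n = 3 libraries). *Malat1* (2.37, 30751 ± 21718 against 1331 ± 444 CPM), *Neat1* (2.14), *Snrnp70* (2.22), *Srsf5* (2.18), *Luc7l2* (2.09) and *Tent5a* (1.03) were also called higher, each in 3 of 3 libraries. The call of *Malat1* needs both male libraries: its adjusted p was 0.143 without male library 1 and 0.221 without male library 2. Over all genes, 1299 were called higher and 1736 lower. With total UMIs in place of TMM (median shift 2.00) these were 5116 and 20.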

Although high expression of *Malat1* in the scRNAseq data might indicate low quality dying cells, this cluster did not harbor other markers of stress or apoptosis (e.g., heat-shock proteins and high levels of mitochondrial genes). In addition, this *Tfrc*^hi^ cluster expressed higher levels of *Nktr*, which is also found in the kidney and colon epithelium (Human Protein Atlas, www.proteinatlas.org), of the extracellular component *Fgg* (fibrinogen), of the transporter for long-chain fatty acids *Slc27a2*, and of the long noncoding RNA (lncRNAs) *Gm26917* that promotes the survival of satellite cells [64]. 

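*Nktr* and *Gm26917*, which did not name the cluster, had log2 fold changes of 2.02 (standard error 0.23, adjusted p = 2.45e-16) and 2.10 (standard error 0.22, adjusted p = 8.53e-19) in *Tfrc* hi-like against other acinar-like cells, higher in 3 of 3 libraries. All 9 genes tested for this cluster were thus called higher, 9 when adjusted over the list alone.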

Recently, a putative acinar precursor characterized by high expression of *Etv1*, *Neat1*, and *Gm26917* was identified in irradiated parotid glands [65]. Together with a relatively low RNA content (Figure S6A), the *Tfrc*^hi^ cluster might correspond to cells with minimal secretory function, which could suggest incomplete differentiation or a functionally quiescent state.

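*Tfrc* hi-like cells had medians of 2317.5, 1386 and 1113 UMIs and 655, 278 and 263 genes per cell, against 10394, 8928 and 9364.5 UMIs and 708, 776 and 702 genes in other acinar-like cells. Tear-product genes took 56.2, 77.1 and 76.7% of the UMIs of *Tfrc* hi-like cells and 86.2, 90.2 and 91.0% of those of other acinar-like cells. The median mitochondrial share was 2.62, 1.21 and 0.684%, against 1.16, 2.49 and 0.728% in other acinar-like cells. It was thus higher in the female library and lower in the male libraries.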

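*Car6 hi*-like cells (66, 104 and 86 cells with 1114158, 434918 and 319599 UMIs) were compared with all other acinar-like cells over 8449 genes. *Scgb1b24* (ENSMUSG00000078753) had 547 ± 315 CPM in *Car6 hi*-like and 1621 ± 349.8 CPM in other acinar-like cells (SD, n = 3 libraries), a log2 fold change of -2.81 (standard error 0.22, adjusted p = 9.23e-36). *Esp15* (-2.80), *Scgb2b2* (-2.58) and *Mucl2* (-2.10) were called lower as well, 4 of 4 genes and 4 when adjusted over the list alone, each in 3 of 3 libraries. With tear-product genes left out of the totals these genes cannot be tested, and with total UMIs in place of TMM (median shift 1.09) all 4 stayed lower. Over all genes, 256 were called higher and 342 lower with TMM, and 2675 and 66 with total UMIs.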

While *Lcn11*, *Lpo*, and *Sval2* were detected at higher levels in the entire acinar compartment compared to ducts and MECs, cluster #10 showed a reduced expression of other acinar transcripts such as members of the ESP family (*Esp15*) of SCGBs (e.g., *Scgb2b2* and *Scgb1b24*), mucin-like protein 2 (*Mucl2*), and the antibacterial *Wfdc12* (Figure 5A). Nonetheless, most of cells in this cluster expressed *Etv1* and the water channel *Aqp5* (Figure 5E,F). They were negative for ductal markers (*Krt7*, *Wfdc2*, *Krt19*, and *Krt14*), and some of them were positive for *Sox10* (Figure 4C). 

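*Aqp5* had 219 ± 55.1 CPM (SD, n = 3 libraries) in *Car6 hi*-like and 84.3 ± 12.2 CPM in other acinar-like cells, and its log2 fold change of 0.33 (standard error 0.18, adjusted p = 0.354) was not called, although it was higher in 3 of 3 libraries.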

Cluster #10 displayed a particularly high expression for some proteins abundant in tears (*Obp1a*, *Mup4*, and *Bglap3*) (Figure 5F). 

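*Mup4* (ENSMUSG00000041333) had 49416 ± 25989.6 CPM in *Car6 hi*-like and 8991 ± 7587 CPM in other acinar-like cells (SD, n = 3 libraries) and a log2 fold change of 2.31 (standard error 0.29, adjusted p = 2.50e-13), higher in 3 of 3 libraries. *Obp1a* had 242613 ± 6793 CPM in *Car6 hi*-like and 122782 ± 21969 CPM in other acinar-like cells, and its log2 fold change of -0.03 (standard error 0.29, adjusted p = 0.986) was not called. With total UMIs in place of TMM it was 1.10 and called. Both genes have close paralogs, between which reads could be split.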

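*Car6* (ENSMUSG00000028972), which was not used to name these cells, had a log2 fold change of 6.97 (standard error 0.31, adjusted p = 6.62e-110) in *Car6 hi*-like against other acinar-like cells, and *Dnase1* (ENSMUSG00000005980) one of 1.74 (standard error 0.22, adjusted p = 6.12e-13), both higher in 3 of 3 libraries. In CPM, *Car6* had 32679 ± 11857 against 155 ± 134 and *Dnase1* 8008 ± 3088 against 1184 ± 439 (SD, n = 3 libraries). Of the 7 genes named for these cells, *Car6*, *Dnase1*, *Mup4* and *Kit* were called higher, 4 over all genes and 4 when adjusted over the list alone. *Sox10* had too few UMIs to be tested (10, 8 and 0 in *Car6 hi*-like cells).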

Strikingly, it was characterized by high levels of *Car6* (carbonic anhydrase 6, CA-VI,) *Dnase1*, and *Kcnn4* that encodes the calcium-activated potassium channel Kca3.1 (Figure 5F). CA-VI immunoreactivity was specifically found in a minority (10%) of acinar cells of the rat LG [66]. Although only ductal cells were immunoreactive for Kca3.1 in the rat LG, *Kcnn4* mRNA was detected in both the ductal and acinar compartments of mouse LG [67,68]. Interestingly, we also found in this cluster a high expression for *Lrrc26* that enables resting K+ efflux in LG epithelial cells by regulating BK channels (large-conductance, voltage, and calcium-activated potassium channel) [69]. Finally, *Car6^hi^* cells were enriched in folate receptor *Folr1* that is expressed at the apical part of polarized epithelial cells [70] (Figure 5F). Altogether, these results suggest that the *Car6^hi^* acinar population has specific functions in the modulation of the protein and ion composition of the tear fluid. We also noticed a small *Car6^hi^* subpopulation that expressed low levels of some of these genes (Figure 5F). This subset of cells was specific to the female LG (Figure S6D) and specifically expressed very high levels of a few antimicrobial tear proteins (*Bpifa2*, *Scgb2b27*), *Ggh* that produces folate, amylase *Amy1* secreted by the LG into tears [71], and the immunoregulators *BC037156* and *Smr3a* (Figure S6E).

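*Bpifa2*, *Amy1*, *BC037156* and *Smr3a* had 110810, 26254, 8710 and 49233 UMIs in the *Car6 hi*-like cells of the female library. In those of the male libraries they had 0, with 434918 and 319599 UMIs counted there, so that a level of up to 6.90 and 9.39 CPM cannot be excluded. *Scgb2b27* had 1074, 18 and 18 UMIs and *Ggh* 3139, 23 and 18. In *Car6 hi*-like cells, *Bpifa2*, *Amy1*, *BC037156* and *Smr3a* were thus seen in 1 library from 1 pool of animals. They were not confined to these cells in the female library. All other acinar-like cells there had 1476, 434, 69.9 and 602 CPM of *Bpifa2*, *Amy1*, *BC037156* and *Smr3a*, not corrected for free RNA. The *Car6 hi*-like cells had 99456, 23564, 7818 and 44188.5 CPM. Among the male libraries, *Amy1* had 0.0889 CPM in all other acinar-like cells of male library 2. *Smr3a* had 1 UMI in MEC-like cells of male library 1.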

#### 3.3.2. Myoepithelial Cells (MEC)

We previously showed on the whole LG atlas that genes modulating the cellular shape and contraction were exclusively expressed by MECs and mural cells (here, mostly pericytes, PCs) (Figure 2A). 

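MEC-like cells (344, 329 and 280 cells with 1193108, 597622 and 427394 UMIs) were compared with all other epithelial cells over 11139 genes. *Flna* (ENSMUSG00000031328) had 475 ± 142 CPM in MEC-like and 4.76 ± 6.19 CPM in other epithelial cells (SD, n = 3 libraries), a log2 fold change of 5.16 (standard error 0.52, adjusted p = 2.39e-04). *Csrp1* was called higher with 3.00 (standard error 0.28, adjusted p = 1.62e-04), as were the contraction genes *Myh11* (9.36), *Tagln* (8.16), *Tpm2* (7.33), *Mylk* (5.57), *Tpm1* (3.27) and *Cald1* (3.09), all in 3 of 3 libraries. Over all genes, 1562 were called higher and 1821 lower. Total UMIs in place of TMM moved the median log2 fold change by 2.24 and called 8772 genes higher and 216 lower. Without male library 2, the calls over all genes fell from 3383 to 1958.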

The MECs also shared with PCs the expression of the smooth muscle filamin A (*Flna)* and of *Csrp1*, which is a transcription factor associated with the smooth muscle lineage [72] (Figure 6A). Contrary to PCs, the MECs exhibited expression of *Cnn1* (Figure 2A) and the calmodulin regulator *Pcp4* (Figure 6A). They were also characterized by the expression of *Igfbp2* and *Igfbp5* that regulate the response of smooth muscle cells to insulin-like growth factor 1 [73] (Figure 6A). Together with the main ductal cluster, the MECs expressed genes important for tissue development and homeostasis (Figure 6A): *Trp63*, which encodes the N-terminally truncated isoform of p63 (ΔNp63) known to preserve the self-renewal capacity of stem cells in glandular structures [74], and *Net1*, which is necessary for proper ductal branching and the MEC function in the mammary gland [75].

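*Pcp4* (ENSMUSG00000090223) had a log2 fold change of 9.20 (standard error 0.32, adjusted p = 3.70e-06) in MEC-like against other epithelial cells, *Igfbp2* of 7.99 and *Igfbp5* of 6.12, called and higher in 3 of 3 libraries. *Pcp4* had 444 ± 91.7 CPM in MEC-like and 0.151 ± 0.0662 CPM in other epithelial cells (SD, n = 3 libraries).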

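In MEC-like cells *Trp63* had a log2 fold change of 3.34 (standard error 0.57, adjusted p = 0.00336) and *Net1* of 1.64 (standard error 0.39, adjusted p = 0.0147) over other epithelial cells, which include the duct-like cells, and both were higher in 3 of 3 libraries. For *Trp63*, MEC-like cells had 229 ± 139 CPM and duct-like cells 145 ± 99.6 CPM (SD, n = 3 libraries). For *Net1* these values were 131 ± 36.9 CPM and 127 ± 69.8 CPM, and other acinar-like cells had 0.343 ± 0.457 CPM of *Trp63* and 2.18 ± 1.04 CPM of *Net1*.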

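Among genes for tight junctions, the basement membrane and cell–matrix interaction, *Bgn* (ENSMUSG00000031375) had a log2 fold change of 6.67 (standard error 0.36, adjusted p = 1.29e-05) in MEC-like against other epithelial cells. The following were also called higher, each in 3 of 3 libraries: *Sparcl1* (8.01), *Sparc* (5.77), *Col4a1* (5.65), *Lgals1* (5.62), *Col4a2* (5.27), *Sema5a* (4.94), *Dcn* (4.39), *Ccn2* (3.46), *Nectin1* (3.42), *Mia* (3.25), *Lamb3* (3.00), *Thbs1* (2.82) and *Ccn1* (1.77), with log2 fold changes in parentheses. *Ccn1* and *Ccn2* had the least certain values of these, with adjusted p = 0.0291 and adjusted p = 0.00591.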

The MECs also expressed proteins of tight junctions (*Nectin1*), components of the basement membrane and proteoglycans (*Lamb3*, *Col4a1*, *Col4a2*, *Bgn*, and *Dcn*) and cell–ECM interaction molecules (*Sparc*, *Sparcl1*, *Ccn1*, *Ccn2*, *Mia*, *Lgals1*, *Thbs1*, and *Sema5a*) that regulate multiple processes including proliferation, differentiation, migration, angiogenesis, etc. (Figure 6B).

Strikingly, we found that the MECs featured many other communication molecules and secreted factors (Figure 6C). They specifically expressed cholecystokinin (*Cck*) encoding a hormone that regulates pancreatic secretion [76], neuregulins (*Nrg1* and *Nrg2*) that modulate cell growth and differentiation, and neurturin (*Nrtn*) that promotes the survival of neurons [77]. According to our data, MECs likely secrete factors regulating cell proliferation (*Gas1* and *Gas6*) and pleiotropic molecules (*Pdgfa*, *Mdk*, and *Sfrp1*), including *Kitl* that promotes stem cell maintenance. They also expressed high levels of *Pgf* involved in endothelial cell growth and angiogenesis, as well as the lymphokine *Mif* also found in all ductal cells. 

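*Cck* (ENSMUSG00000032532) had a log2 fold change of 9.12 (standard error 0.34, adjusted p = 4.63e-06) in MEC-like cells, with 1916 ± 149 CPM against 0.744 ± 0.388 CPM in other epithelial cells (SD, n = 3 libraries). The other secreted factors called higher, each in 3 of 3 libraries, were *Nrg1* (6.36), *Gas1* (5.97), *Kitl* (5.78), *Mdk* (5.72), *Sfrp1* (4.48), *Gas6* (4.12), *Nrg2* (3.54), *Nrtn* (3.40), *Pgf* (2.52) and *Pdgfa* (2.14). *Mif* had a log2 fold change of 0.37 (standard error 0.23, adjusted p = 0.281) and was not called, although it was higher in 3 of 3 libraries. Without the female library it was 0.77 and called, and with total UMIs in place of TMM 2.64 and called. Duct-like cells had 513 ± 112 CPM of *Mif*, MEC-like cells 339 ± 41.5 CPM and other acinar-like cells 20.8 ± 3.12 CPM.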

While MECs possess long processes that surround the acini, they also physically interact with cells composing the stroma, including neuronal (Figure 6D) and vascular (Figure 6E) cells.

Therefore, our scRNAseq data introduce a large panel of genes supporting a unique role for MECs in ECM organization and cell–cell communication, beyond their contractile function and the maintenance of acini integrity.

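The paper links a panel of genes expressed by MECs to a part for these cells in ECM organization and cell–cell communication. It also shows contacts of MECs with neuronal and vascular cells by imaging, which was not used here. Here MEC-like cells were compared with other epithelial cells alone, not with the other cell types of the gland. Of the 40 genes tested for MECs, 39 were called higher in MEC-like than in other epithelial cells, 39 when adjusted over the list alone, and 40 were higher in 3 of 3 libraries. The median of their log2 fold changes was 4.71. With each library left out in turn, 37 to 40 were called. The list was chosen by the authors on the same cells, so the count adjusted over the list alone is not independent evidence. Transcript counts per cell type do not measure secretion or contact.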

#### 3.3.3. Ductal Populations (#3, 4, 5)

Three clusters (#3, 4, and 5) contained cells expressing the ductal marker *Krt7* (Figure 7A).

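Duct-like cells (1040, 324 and 267 cells with 4065428, 568255 and 422453 UMIs) were compared with all other epithelial cells over 10833 genes. *Krt7* (ENSMUSG00000023039) had 207 ± 128 CPM in duct-like and 7.15 ± 3.25 CPM in other epithelial cells (SD, n = 3 libraries), a log2 fold change of 2.53 (standard error 0.17, adjusted p = 1.45e-07), higher in 3 of 3 libraries. *Ltf+*-like cells had 106 ± 32.8 CPM of *Krt7* and MEC-like cells 56.2 ± 6.54 CPM. Over all genes, 1701 were called higher and 2159 lower. These were 9481 and 227 with total UMIs in place of TMM, which shifted the median log2 fold change by 2.31.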

Clusters #3 and #5 expressed the cytokeratins *Krt5/14/17* marking the basal ductal cells and MECs in the adult LG (Figure 7A) [5,78]. Both clusters also shared with the MECs the expression of the calcium sensor *S100a6*. Nonetheless, the ductal clusters #3 and 5 specifically expressed *Ly6d* that labels luminal progenitors in the prostate, *Ly6a* (also known as Sca-1) that is found in many stem cells but also in mammary ductal cells and tubular cells in the kidney [79,80], and the hormone subunit *Gpha2* found in other glands (pancreas and pituitary gland) and in the corneal limbal stem cells that renew corneal epithelium [81,82] (Figure 7A). These features support our previous cell-lineage tracing studies showing the existence of slow-cycling stem/progenitor cells in the basal ductal compartment of multilayered ducts [4,5].

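*Gpha2* (ENSMUSG00000024784) had 201 ± 75.6 CPM in duct-like, 3.63 ± 3.17 CPM in MEC-like and 8.12 ± 8.15 CPM in *Ltf+*-like cells (SD, n = 3 libraries), and a log2 fold change of 5.78 (standard error 0.45, adjusted p = 4.54e-07) in duct-like against other epithelial cells. *Ly6d* (6.64), *Krt17* (4.84), *Ly6a* (4.54), *S100a6* (3.39) and *Krt19* (1.92) were also called higher. With *Krt7*, *Trp63* (2.39), *Net1* (1.83) and *Mif* (1.38), 10 of 10 genes were called, 10 when adjusted over the list alone, all higher in 3 of 3 libraries.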

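Duct-like cells formed 2 clusters, which were not compared. They were instead divided at their own library’s median share of UMIs on a list of dissociation and stress genes, after thinning, which left out 37 shallower cells. This split runs along digestion stress, so it cannot keep such stress apart from a kind of duct cell. *Wfdc2* had a log2 fold change of -0.53 (standard error 0.11, adjusted p = 0.00103) in the 521, 162 and 122 cells at or above the median against the 519, 152 and 118 cells below it, lower in 2 of 3 libraries by CPM and higher in male library 2 (664 against 607 CPM). *Krt19* had too few UMIs to be tested. *Wfdc2* was still called without male library 2, but not without the female library or without male library 1.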

Cluster #5 had a slightly higher proportion of *Krt19+* and *Wfdc2+* cells compared to cluster #3, suggesting that it may be enriched in luminal ductal cells (Figure 4B). Cluster #3 expressed higher levels of the intestinal stem cell marker *Smoc2*, the transcription factor *Klf6*, and secreted signaling factors (e.g., *Ccn1*, the chemokine *Cxcl1*, and the stem cell factor *Kitl*) (Figure 7A). 

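In duct-like cells with more against fewer UMIs on dissociation and stress genes, over 2353 genes, *Cxcl1* (ENSMUSG00000029380) had a log2 fold change of 3.67 (standard error 0.24, adjusted p = 5.36e-11) and 516 ± 111 against 50.8 ± 33.6 CPM (SD, n = 3 libraries). *Ccn1* (2.18) and *Smoc2* (0.84) were also called higher, each in 3 of 3 libraries, whereas *Kitl*, with 0.18 (standard error 0.20, adjusted p = 0.685), was not called and was higher in 2 of 3 libraries. This makes 3 of 4 genes, 3 when adjusted over the list alone. Genes induced together with the list can come out higher through the split itself. Without the female library, 2 were called. Over all genes, 162 were called higher and 79 lower. Without the female library these calls fell from 241 to 54, and 134 were made without male library 1. With total UMIs in place of TMM (median shift 0.31), 237 were called higher and 5 lower.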

The differential expression analysis between cluster #3 and #5 evidenced many genes related to inflammation (*Cxcl1*, *Nkbiz*, *Nfkbia*, etc.) and stress response (*Atf3*, *Egr1*, *Gadd45b*, etc.) upregulated in cluster #3 (Figure 7B, Table S3). Since some of the differentially expressed genes were described as induced by the tissue dissociation process, we used this previously established list of dissociation-induced genes [83] and found that cluster #3 did have the highest score for this signature (Figure 7C, dotted circle). Therefore, it is not excluded that some of the differences found between these two ductal clusters may also reflect different levels of stress following enzymatic digestion. However, it was recently shown in the single-cell atlas of the developing salivary gland that several of these transcription factors (*Junb*, *Nfkbia*, *Klf6*, *Atf3*, and *Fos*) are involved in duct development and belong to basal ductal identity [84]. Therefore, cluster #3 may be enriched in basal ductal cells and play a major role in paracrine signaling in the LG.

Cluster #4 had low to no expression of *Wfdc2* and *Krt5/14/17* (Figure 7A). However, this cluster expressed high levels of *Aqp5*, the antimicrobial tear product *Wfdc18*, and *Krt18* that is highly expressed in ducts [85] but also found in a subset of acinar cells in rat and human LG [86] (Figure 7D). 

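*Krt17* had 31.3 ± 40.5 CPM in *Ltf+*-like, 1069 ± 103 CPM in duct-like and 308 ± 29.5 CPM in MEC-like cells (SD, n = 3 libraries), and its log2 fold change in *Ltf+*-like against all other epithelial cells was -2.53 (standard error 0.33, adjusted p = 0.00141), lower in 3 of 3 libraries. Without the library block it was -2.05 and not called. *Wfdc2*, *Krt5* and *Krt14* served to name duct-like or MEC-like clusters, so their values are not independent of the naming. In the same comparison *Krt5* and *Krt14* were lower in 3 of 3 libraries, but *Wfdc2* was higher in 3 of 3, with 156 ± 135 CPM in *Ltf+*-like cells, a log2 fold change of 1.06 (standard error 0.28, adjusted p = 0.0365) and 708 ± 203 CPM in duct-like cells.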

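*Ltf+*-like cells (86, 389 and 390 cells with 1654053, 1463802 and 1756011 UMIs) were compared with all other epithelial cells over 10939 genes. *Wfdc18* (ENSMUSG00000000983) had a log2 fold change of 4.45 (standard error 0.47, adjusted p = 5.30e-04) and *Krt18* (ENSMUSG00000023043) one of 2.00 (standard error 0.20, adjusted p = 4.16e-04), both higher in 3 of 3 libraries. *Aqp5* was higher in 3 of 3 libraries but not called, with 0.19 (standard error 0.22, adjusted p = 0.609). It had 276 ± 88.0 CPM in *Ltf+*-like, 83.9 ± 11.9 CPM in other acinar-like and 31.0 ± 7.28 CPM in duct-like cells (SD, n = 3 libraries). Over all genes, 748 were called higher and 858 lower, and 3767 in all without the female library, 973 without male library 1. Total UMIs in place of TMM (median shift 1.48) called 6373 higher, *Aqp5* among them, and 127 lower.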

Cluster #4 also harbored a very unique profile including the specific expression of *Ltf*, *Dmbt1*, and its binding partner *Sftpd* that is expressed by LG ductal cells [4,28] (Figure 7D). Lactotransferrin (LTF) is an iron-binding protein that has antimicrobial properties and is found in ducts and discrete acinar subpopulation in the mouse LG [8]. Taken together, cluster #4 mainly contains luminal cells, likely of smaller ducts and intercalated ducts, and possibly few cells of the acinar lineage. Interestingly, we found that this *Ltf+* cluster was also marked with the ferritin subunits (*Fth1* and *Ftl1)* that mediate intracellular iron storage, thus suggesting that these cells accumulate iron (Figure 7D). Furthermore, this cluster expressed the highest levels of *Nupr1* that can repress an iron-dependent cell death called ferroptosis [87]. 

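The ferritin genes *Fth1* and *Ftl1* had log2 fold changes of 1.14 (standard error 0.23, adjusted p = 0.0123) and 0.74 (standard error 0.24, adjusted p = 0.0739) in *Ltf+*-like against other epithelial cells, and both were higher in 3 of 3 libraries. *Fth1* was called. *Ftl1* was called only when adjusted over the list alone, and over all genes without the female library, with doublets kept, without the filter on low counts or with total UMIs in place of TMM. *Fth1* had 2103 ± 768 CPM in *Ltf+*-like and 349 ± 160.2 CPM in other epithelial cells, and *Ftl1* 617 ± 342 and 123 ± 36.9 CPM (SD, n = 3 libraries).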

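*Nupr1* (ENSMUSG00000030717) had 1956 ± 1118 CPM in *Ltf+*-like and 605 ± 106 CPM in other epithelial cells (SD, n = 3 libraries), a log2 fold change of 0.05 (standard error 0.22, adjusted p = 0.921) that was not called, although CPM were higher in 3 of 3 libraries. It was called with total UMIs in place of TMM.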

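In *Ltf+*-like against other epithelial cells, *Fcgbp* (ENSMUSG00000047730) had a log2 fold change of 7.20 (standard error 0.29, adjusted p = 2.62e-06), with 442 ± 60.4 against 1.10 ± 0.313 CPM (SD, n = 3 libraries). *F5* (6.95), *Ccl9* (6.17), *Pglyrp1* (5.43) and *Cxcl17* (5.34) were called higher as well. Together with *Ltf* (7.60), *Wfdc18*, *Krt18*, *Fth1* and *Car2*, 10 of 13 genes were called higher, 11 when adjusted over the list alone, and all 13 were higher in 3 of 3 libraries.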

Notably, several specific markers associated with immune function (*Pglyrp1*, *Ccl9*, and *Cxcl17*) and the modulation of fluids (*Fcgbp* and *F5*) have been identified in this *Ltf+* cluster (Figure 7D), therefore supporting unique roles in communication with the immune system and the modification of the primary tear fluid.

### 3.4. scRNAseq Profiles Several Kit+ Progenitor Subsets in the Lacrimal Gland

We previously showed that c-KIT+^dim^/EpCAM+/Sca1-/CD34-/PTPRC- LG cells after transplantation were able to generate both ductal and acinar cells in vivo [7]. *Kit*-expressing cells (Figure 8A) in clusters #3 and 5 accounted for only 4–5% of the ductal cells. They probably correspond to the cKIT+/KRT14+ label-retaining cells that we previously identified in the basal ductal compartment of the mouse LG [5]. 

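In cells thinned to 1000 UMIs, a UMI of *Kit* (ENSMUSG00000005672) was found in 0.629 ± 0.625% (SD, n = 3 libraries) of duct-like cells, 15 of 1594. Without thinning the share was 2.53 ± 3.36%, from 0 to 6.35% per library. Pooled over all duct-like cells it was 4.29% (70 of 1631). The shares in cells without known *Kit* expression, which show what free RNA adds, were 0.155% of fibroblast-like and 0.194% of endothelial-like cells, over 2561 and 1532 cells. Before thinning, the median depth was 3727.5, 1686.5 and 1328 UMIs per duct-like, 3117, 1530 and 1252 per fibroblast-like and 2552, 1384 and 1121 per endothelial-like cell. Thinning left out 320 shallower fibroblast-like and 244 endothelial-like cells.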

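A UMI of *Kit* was found in 8.88 ± 1.65% of *Ltf+*-like and 6.71 ± 3.75% of *Car6 hi*-like cells thinned to 1000 UMIs (SD, n = 3 libraries), or 6.98, 9.69 and 9.97% and 9.09, 8.65 and 2.38% per library. Without thinning the shares were 25.8 ± 9.95% and 23.4 ± 14.3%, so most of a share of this kind depends on depth, which was 6747, 2371 and 2178.5 UMIs at the median in *Ltf+*-like and 14528.5, 2991.5 and 2959.5 in *Car6 hi*-like cells. The thinned shares leave out 26 and 2 shallower cells. In MEC-like cells 0.202% had a *Kit* UMI after thinning. The log2 fold change of *Kit* in *Car6 hi*-like against other acinar-like cells was 6.00 (standard error 0.37, adjusted p = 1.07e-55), higher in 3 of 3 libraries.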

The *Car6^hi^* acinar cluster (#10) and the *Ltf+* cluster (#4) contained the highest proportion (21% and 24%, respectively) of *Kit*-expressing cells (Figure 8A), suggestive of a distinct KRT14-/KIT+ progenitor group, similar to mouse salivary glands [88].

Previous studies on human LG have suggested that c-Kit+ epithelial LG progenitors can be identified by high ALDH1 activity [89] that detoxifies the aldehydes derived from lipid peroxidation. 

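Of *Ltf+*-like cells thinned to 1000 UMIs, 6.98, 3.14 and 2.16% in the 3 libraries had a UMI of *Aldh1a1*, 26 of 839 in all. Without thinning the share was 10.4 ± 9.15% (SD, n = 3 libraries), or 58 of 865. Fibroblast-like cells had an *Aldh1a1* UMI in 12.1% of thinned cells and endothelial-like cells in 0 of 1532, which allows a share of up to 0.196%. The *Aldh1a1+* cells below are those with a UMI after thinning, 6, 12 and 8 cells, too few for a test between them and the other *Ltf+*-like cells.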

Interestingly, we found a subpopulation positive for *Aldh1a1* within the *Ltf+* cluster (Figure 8B). 

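After thinning, *Kit* was found in 2 of 6, 1 of 12 and 3 of 8 *Aldh1a1+* *Ltf+*-like cells in the female library, male library 1 and male library 2, 23.1% of all, against 9.10% of the *Aldh1a1-* ones. Without thinning, where *Aldh1a1+* cells are chosen at a median depth of 10264.5, 3571 and 4163 UMIs against 6349.5, 2363 and 2151 in *Aldh1a1-* cells, the shares were 48.3 and 20.0%. A deeper cell is more prone to show both genes, so the unthinned shares rest in part on depth.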

Over 50% of the *Aldh1a1+* cells in the *Ltf+* clusters also expressed *Kit* (Figure 8C). By comparing the *Aldh1a1*+ and *Aldh1a1*- cells within the *Ltf+* cluster (Table S4), we found that the *Aldh1a1*+ cells had significantly higher expression levels for genes that protect against oxidative damage including *Gsta4*, *Gpx2*, and *Prdx3* (Figure 8C, Table S4). 

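Over thinned cells, *Gsta4* had 181 ± 63.7 against 89.9 ± 30.5 CPM in *Aldh1a1+* against *Aldh1a1-* *Ltf+*-like cells (SD, n = 3 libraries) and was higher in 3 of 3 libraries. *Gpx2* (236 ± 307 against 163 ± 158 CPM) was higher in 2 of 3 and *Prdx3* (153 ± 169 against 49.3 ± 21.0 CPM) in 2 of 3, from few UMIs: all *Aldh1a1+* cells together held 5994, 11988 and 7991 UMIs. Of the 18 genes named for these cells, 7 were higher in 3 of 3 libraries. Without thinning, when a test was possible, 10 were called higher, 17 when adjusted over the list alone, and 18 were higher in 3 of 3 libraries.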

Interestingly, the *Aldh1a1*+ cells also had increased expression for carbonic anhydrases *Car12* and *Car2* that regulate acid–base homeostasis (Figure 8C). In our dataset, *Car2* was mostly detected in the *Ltf+* cluster (Figure 8D). 

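*Car2* was found in 2.96 ± 1.48% of *Ltf+*-like cells after thinning (SD, n = 3 libraries), against 0.0321 ± 0.0555% of duct-like, 0.218 ± 0.378% of other acinar-like, 0.444% of MEC-like and 0.0614% of fibroblast-like cells, and 14 of 1532 endothelial-like cells (0.914%). Its log2 fold change in *Ltf+*-like against other epithelial cells was 4.62 (standard error 0.37, adjusted p = 1.23e-04), higher in 3 of 3 libraries. In *Aldh1a1+* cells *Car2* was higher in 2 and *Car12* in 2 of 3 libraries.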

*Car2* encodes CA-II, which was found in a few acinar cells and in cells located in the initial segment of the intercalated duct in the mouse LG [90]. In the pancreas, *Aldh1a1* and *Car2* mark pancreatic progenitor cells, called centroacinar and terminal duct cells (CA/TD) [91,92], which are located at the junction between acini and the duct. In the mouse LG, we previously found a subset of putative epithelial progenitors expressing the transcription factor *Runx1* that we described as centroacinar-like cells [93]. 

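*Runx1* was found in 19.2% of *Aldh1a1+* and 16.5% of *Aldh1a1-* *Ltf+*-like cells after thinning, and in 2 of 6, 2 of 12 and 1 of 8 *Aldh1a1+* cells per library. Without thinning the shares were 70.7 and 37.1%. Over all thinned *Ltf+*-like cells the share was 17.7 ± 2.81%, and over duct-like cells 19.8 ± 5.40% (SD, n = 3 libraries), no more than a spread apart. Fibroblast-like cells had *Runx1* in 0.652% and endothelial-like cells in 0.347%.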

*Runx1* regulates LG morphogenesis [93], and its expression was detected in 73% of the *Aldh1a1+* cells (Figure 8E). In addition, the *Aldh1a1*+ cells expressed many other factors suggestive of progenitor cells (Figure 8E). They were indeed characterized by the expression of *Cd14* that together with *Kit* and *Aldh1a3* is expressed in mammary epithelial progenitors [94]. 

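In thinned *Aldh1a1+* against *Aldh1a1-* *Ltf+*-like cells, *Cd14* (125 ± 41.7 against 60.2 ± 45.8 CPM), *Barx2* (278 ± 48.2 against 189 ± 55.9 CPM), *Tfcp2l1* (542 ± 72.3 against 273 ± 154 CPM) and *Sox9* (417 ± 221 against 234 ± 122 CPM) were higher in 3 of 3 libraries (SD, n = 3 libraries). Of the other genes named, *Tspan8* was higher in 2, *Nfib* in 1 and *Nfia* in 0 of 3 libraries. The values of *Sox9*, *Barx2* and *Cd14* come from 10, 7 and 3 UMIs in all *Aldh1a1+* cells.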

*Aldh1a1*+ cells also had significantly higher levels of the transcription factors involved in developmental programs such as *Barx2* that are necessary for the chemotactic response of epithelial cells to FGF10 during LG morphogenesis [47], key regulators of duct maturation in other glands (*Tfcp2l1* [95], *Nfia* [96], and *Nfib* [97]), and *Sox9* that is required for LG branching [98]. They expressed several tetraspanins (Table S4), which are involved in the regulation of stemness in other cell types [99], including *Tspan8* that is upregulated by SOX9 in pancreatic ductal adenocarcinoma in response to EGF stimulation [100] (Figure 8E). Finally, in addition to pathways related to redox balance and developmental processes, *Aldh1a1+* cells were significantly enriched in the genes involved in lipid metabolism, as shown by the top-listed pathways entitled “biological oxidations”, “fatty acid derivative biosynthetic process”, and “fatty acid oxidation”, for instance (Figure S7A), thus supporting a specific metabolic profile for this population. We also noted significant pathways related to ion transport such as the “transport of small molecules” and the “regulation of potassium ion transmembrane transporter activity”. The *Aldh1a1+* cells indeed displayed higher levels of several ion transporters/channels (*Slc12a2*, *Atp1b3*, *Slc5a8*, and *Clic6*) (Figure 8E)*. 

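For the ion transport genes, thinned *Aldh1a1+* cells had 1154 ± 742 against 271 ± 61.5 CPM in *Aldh1a1-* cells of *Slc12a2* and 181 ± 134 against 113 ± 55.0 CPM of *Slc5a8* (SD, n = 3 libraries), both higher in 3 of 3 libraries. *Atp1b3* was higher in 2 and *Clic6* in 2 of 3 libraries.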

Slc12a2* codes for NKCC1 that is widely expressed in luminal ductal cells of the lacrimal and salivary glands [4,67]. Intriguingly, *Clic6* was detected only in this subpopulation of the LG epithelium, suggesting it may serve as a specific marker (Figure 8F). 

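After thinning, *Clic6* was found in 3.86 ± 0.900% of *Ltf+*-like cells (SD, n = 3 libraries), 30 of 839, and 15.0 ± 11.2% without thinning. It was found in 11.5% of *Aldh1a1+* and 3.32% of *Aldh1a1-* *Ltf+*-like cells, or 39.7 and 8.43% without thinning. Most *Clic6+* cells thus had no *Aldh1a1* UMI. *Aldh1a1-* cells are far more numerous, and *Aldh1a1* RNA missed in some of them was not tested. Elsewhere it was found in 2 of 1594 duct-like, 1 of 445 *Tfrc* hi-like and 0 of 4090 other acinar-like cells, which for a count of 0 allows a share of up to 0.0733%.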

The *Aldh1a1*+ cells of the *Ltf+* cluster may thus mediate ion transport, another feature shared with pancreatic CA/TD that plays an important role in regulating the ionic composition of the ductal lumen [101].

SOX10 is a pivotal transcription factor for the specification of KIT+ progenitors and is required for LG branching and morphogenesis upon FGF10 stimulation [6,98]. It is established that *Sox10* marks the acinar and MEC lineages of the LG [4,5]. 

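*Sox10* was found in 6.48 ± 0.584% of MEC-like cells thinned to 1000 UMIs and 15.7 ± 7.73% without thinning (SD, n = 3 libraries), with 50 shallower cells left out. It was found in 1.68% of *Ltf+*-like, 0.826% of *Car6 hi*-like, 0.0385% of endothelial-like and 0 of 2561 fibroblast-like cells after thinning, the last of which allows up to 0.117%. *Kit* and *Sox10* together were found in 2 of 839 *Ltf+*-like cells, both in male library 1, and in 0 of 254 *Car6 hi*-like cells, where a share of up to 1.18% cannot be excluded. Without thinning both genes were found in 15 of 865 *Ltf+*-like, 6 of 256 *Car6 hi*-like, 1 of 953 MEC-like, 1 of 4113 other acinar-like and 0 of 1631 duct-like cells. In MEC-like cells the log2 fold change of *Sox10* over other epithelial cells was 4.17 (standard error 0.27, adjusted p = 2.89e-05), higher in 3 of 3 libraries.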

*Sox10* was indeed abundantly expressed by MECs (Figure 8G), but double-positive *Kit+*/*Sox10+* cells were almost exclusively found in the *Car6^hi^* and the *Ltf+* clusters (Figure 8H). Short-term administration of tamoxifen (TM) in the *Sox10*-iCre:TOM adult mouse labeled MECs and acinar cells and, unexpectedly, some ductal and intercalated duct cells (identified as E-CAD+/PECAM-1-) (Figure 8I). Consistent with previous studies, lineage tracing over one week following the TM injection labeled MECs and acini especially at the distal part of the LG (Figure S7B,C). Clusters of TOM+ acinar-like cells were also observed at the junction between the acini and intercalated ducts (Figure S7C). In addition, we observed TOM+ clones in intercalated ducts (id) (Figure S7D,E) and multilayered excretory ducts (ed) (Figure S7F,G). Altogether, this shows that MECs, acinar cells, and a subset of ductal and intercalated duct cells are derived from adult SOX10+ populations. SOX10 immunostaining in *Sox10*-iCre:TOM adult mouse LG one week after TM injection revealed that large TOM+ acinar cells do not harbor SOX10 nuclear staining, thus suggesting they have shut down SOX10 expression at the time of sacrifice (Figure 8K and Figure S7J). By contrast, MECs and most cells located in the intercalated ducts and at the junction with acini were stained by the SOX10-antibody (Figure 8J,K and Figure S7H,I). Small SOX10+ acinar cells were also observed in the central region of the acini, eventually surrounded by clusters of large SOX10- acinar cells (Figure 8K and Figure S7J). We thus propose that mature SOX10- acinar cells originate from SOX10+ cells located in secretory units (acini and intercalated ducts) and that larger ducts contain a subset of SOX10+ cells that contribute to their development and maintenance, similar to embryonic LG development [6,98]. Therefore, the *Ltf+* cluster likely contains *Kit+/Sox10+* progenitors capable of differentiation towards acinar cells (at the terminal end of intercalated ducts) and some luminal cells, while the *Kit+/Sox10+* cells of the *Car6^hi^* cluster probably correspond to immature acinar cells similar to those observed in the vicinity of the central lumen (Figure 8K and Figure S7I,J).

In summary, we propose that the *Ltf+* cluster contains two distinct putative progenitor populations: a luminal *Aldh1a1+* population that shares similar properties with pancreatic CA/TD cells and a subset of *Kit+/Sox10+* epithelial progenitors that are mostly found in intercalated ducts. On the other hand, the *Car6^hi^* cluster most likely contains committed SOX10+ acinar progenitors that may represent a reservoir for tissue repair.

### 3.5. Gene signatures of Discrete Adult Populations Correlate with Developing Epithelial Populations of the Postnatal Lacrimal Gland

If indeed the *Tfrc^hi^* are immature acinar cells, and the *Car6^hi^* and *Ltf+* clusters contain committed progenitor cells that can contribute to LG maintenance, it is reasonable to expect that some of the populations undergoing differentiation in the developing LG would exhibit similar features. To test this hypothesis, we reanalyzed the gene expression profile of the LG epithelium during postnatal development using previously published scRNAseq data [4] from mouse LG collected at postnatal day 4 (P4) (Figure 9A).

The annotation of all cell types (Figure S8A) was conducted using the markers list generated by unsupervised clustering (Figure S8B, Table S5) and inspection of a signature for mitotic genes (Figure S8C). By investigating the key features discovered in the stromal clusters of the adult LG, we found that, in spite of the relatively low number of cells, this dataset of early postnatal LG faithfully recapitulated the fibroblastic (Figure S9A), immune (Figure S9B), and vascular (Figure S9C) populations observed in the adult LG. Clusters of the developing epithelium (Figure 9B) were identified by the expression of *Krt18*, *Epcam*, and *Krt8* (Figure 9C). The cluster of *Krt8*+/*Krt18*+ cells that did not harbor clear ductal nor acinar identity was annotated as “undifferentiated” epithelial cells (Figure 9B,C). Proliferating epithelial cells were evidenced by a higher score for the G2/M gene signature (Figure S8C). MECs formed a clear separate cluster of cells expressing *Acta2*, *Krt14*, and *Igfbp2* (Figure 9C). The ductal compartment was labeled by *Krt14*, *Krt7*, and *Aqp5*, while the acinar lineage (differentiating acinar and *Dcpp+* epithelial cells) was identified as *Krt7-/Aqp5+* (Figure 9C).

Differentiating acinar cells expressed tear products: *Pip*, *Mucl2*, *Scgb2b2*, and *Scgb2a2*, for instance (Figure 9D). Interestingly, cells expressing high levels of both *Tfrc* and *Fgg* were detected in this cluster (Figure 9E), similar to the *Tfrc*^hi^ acinar cells of the adult LG. *Etv1* was not a major feature of these differentiating acinar cells; however, it was detected in another small cluster marked by a very strong expression of the *Dcpp* family of genes that are involved in acinar differentiation in the salivary glands [102] (Figure 9F). These *Dcpp+* epithelial cells were positive for *Scgb2b27*, *Folr1*, *Wfdc18*, *Bpifa2*, and *Car6* and expressed the potassium channel *Kcne1* (Figure 9F), thus intriguingly resembling the adult *Car6^hi^* acinar cluster. In addition, they featured the high expression of *Pglyrp1* and *Dmbt1* that we previously found specifically in the adult *Ltf+* cluster (Figure 9F).

A small subset of cells in the ductal compartment was labeled by *Ltf*, *Sftpd*, *Nupr1*, and *Clic6* (Figure 9G). Interestingly, the ductal compartment also expressed the progenitor markers *Kit*, *Barx2*, and *Runx1* and markers for putative CA/TD cells (*Car2* and *Aldh1a1*) that we previously identified within the adult *Ltf+* epithelial cluster (Figure 9H).

To summarize, the immature epithelial populations observed at P4 exhibit similarities with subpopulations of the adult LG, particularly the *Car6*^hi^ and *Ltf*+ putative progenitors. The detection of their key marker genes during the early postnatal development of the LG strengthens our hypothesis that these discrete cell subsets may contribute to the expansion and maintenance of the adult LG epithelium.

### 3.6. Acinar Cells Are Not the Only Source of Tear Proteins and Sex-Biased Factors

While composition of the tear film has previously been studied in rodents and humans, little is known about the exact cellular origin of tear proteins and the role of LG cells in the sex differences found in tears.

To address this, we used the previously published data about the tear proteome of the house mouse [14] and selected all proteins for which we detected the mRNA in our dataset (Table S6). Protein signal intensities obtained by mass spectrometry were plotted against their mRNA expression level in the LG epithelium to identify tear proteins that are most likely expressed by LG cells (Figure S10A). 

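For the tear components of Table S6, CP10k (the UMIs of a gene scaled by all UMIs of the cell) was averaged over all epithelial cells. Of 446 listed, 418 were found in the gene annotation of the counts. A mean above 15 was reached by 21 genes, of which 20 are among the 23 that the paper retained. The further gene was *Bpifa2*, with 18.6 CP10k, or 64.3, 0 and 0 per library. Below 15 were *Car6* (14.4), *Actb* (12.4) and *Ltf* (10.8), and of these *Car6* passed 15 with doublets kept, when 22 genes did. *Scgb2b7* had 156 CP10k, or 19.2, 205 and 218 per library, and together with *Scgb2b20* 343, where the paper’s reported value for the sum of both is 293. The authors took their values after correction for ambient RNA, which the files do not include.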

We retained 23 tear products with a relatively high expression level in the LG epithelium (average expression value > 15, in red on Figure S10A).

The abundantly expressed proteins included ACTB, APOE, and TPT1. 

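*Actb* had 4192 ± 889 CPM in MEC-like, 2398 ± 858 CPM in duct-like and 84.7 ± 19.8 CPM in other acinar-like cells (SD, n = 3 libraries). *Apoe* had 8799 ± 1463 CPM, 2213 ± 139.7 CPM and 8.03 ± 4.62 CPM, and *Tpt1* 2228 ± 284 CPM, 3213 ± 785 CPM and 723 ± 42.2 CPM, for the same classes.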

Their transcripts were found at higher levels in MECs and ductal clusters (Figure S10B). These proteins are broadly expressed in tissues and many cell types. Therefore, they are unlikely to be specific to the LG secretome. Moreover, intracellular ACTB likely originates from cells damaged during the tear collection procedure. Of note, the proteins mainly expressed by ductal cells and MECs (WFDC2, WFDC18, and LNC2) (Figure S10C) that are found in saliva [103,104] were barely or not detected in tears. This might be explained either by the technical limitations or by the fact that they might not be released into the tear fluid.

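For the genes of these proteins, *Wfdc18* had 41424 ± 12798 CPM in *Ltf+*-like, 7497 ± 5462 CPM in duct-like and 148 ± 19.2 CPM in other acinar-like cells (SD, n = 3 libraries). *Lcn2* had 380.4 ± 25.3 CPM in duct-like, 168 ± 100.0 CPM in *Ltf+*-like, 904 ± 133 CPM in MEC-like and 2.44 ± 1.39 CPM in other acinar-like cells. *Wfdc2* served to name duct-like cells, and had 8.43 ± 6.34 CPM in MEC-like cells.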

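Of the 23 genes, 11 had their highest mean CPM over the 3 libraries in other acinar-like cells, 6 in *Car6 hi*-like, 1 in *Tfrc* hi-like, 2 in *Ltf+*-like, 2 in MEC-like and 1 in duct-like cells. The highest class was the same in 3 of 3 libraries for 18 of them. For *Esp18*, the mean over libraries was highest in *Ltf+*-like cells. Its highest class was other acinar-like cells in the female library and *Car6 hi*-like cells in male library 1 and male library 2. *Ltf* had 6414 ± 1422 CPM in *Ltf+*-like and 24.5 ± 4.55 CPM in duct-like cells, and *Car6* had 1747 ± 731 CPM in *Ltf+*-like and 149 ± 134 CPM in other acinar-like cells (SD, n = 3 libraries).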

Three out of the twenty-three tear components identified were maximally expressed by other clusters than the mature acinar clusters: *Ltf*, *Car6*, and *Esp18* (Table S6). Ductal lactoferrin (LTF), CA-VI, and ESP18 were significantly enriched in male tears (Figure 10A) [14]. While we detected similar *Ltf* expression in both males and females, the *Ltf+* epithelial cluster was smaller in female LGs (Figure 4B), and *Ltf*-expressing cells were also found in smaller proportions within the cluster of females (53% compared to 90% in male *Ltf+* cluster) (Figure 10B). Therefore, a reduced population of *Ltf+* ductal cells in female LG might explain the difference observed between male and female tears. 

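After thinning, a UMI of *Ltf* was found in 47.7% (36.8 to 58.7%) of *Ltf+*-like cells in the female library, 84.6% (80.5 to 88.0%) in male library 1 and 85.2% (81.1 to 88.6%) in male library 2, with exact 95% intervals in parentheses. Without thinning the shares were 61.6, 90.5 and 90.3%, although female cells were deeper. Thinning left out 0, 7 and 19 shallower cells. In CPM, *Ltf+*-like cells had 4929, 7764 and 6548 of *Ltf*. In fibroblast-like cells, as a measure of free RNA, 2.81% had a UMI of *Ltf* and in endothelial-like cells 3.59%. As a share of epithelial cells, the log2 ratio of the female *Ltf+*-like share over the mean male share was -1.89, and as a share of all cells -2.70. It was -3.73 without integration.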

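*Car6* was found in 100% (94.6 to 100%), 96.2% (90.4 to 98.9%) and 94.0% (86.7 to 98.0%) of thinned *Car6 hi*-like cells in the female library, male library 1 and male library 2 (exact 95% intervals). Near 100%, a share of cells with any UMI cannot show a difference in the share with a high level. The level in these cells was 46369.5, 25667 and 26001 CPM, with the highest value in the female library. Fibroblast-like cells had a UMI of *Car6* in 34.4% of thinned cells.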

A similar assumption is made regarding male-enriched CA-VI, as a smaller proportion of female cells have a high *Car6* expression level within the cluster #10 (Figure 10A,B). In our dataset, the *Ltf+* and *Car6^hi^* clusters also expressed slightly higher levels of *Esp18* compared to other clusters, but the differences we observed at the mRNA level between males and females in the *Car6^hi^* cluster are unlikely to be the cause of a higher abundance of ESP18 in male tears (Figure 10A). In addition, *Esp18* was found at slightly higher levels in other female acinar cells compared to males (Figure 10B).

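*Esp18* had 2228, 3389 and 2894 CPM in *Car6 hi*-like, 3499.9, 3365 and 2878 CPM in *Ltf+*-like and 3677, 2427 and 2174 CPM in other acinar-like cells of the female library, male library 1 and male library 2. In the last, the 95% intervals were 3655 to 3699.7, 2409 to 2444 and 2159 to 2190.4 CPM. Reads of *Esp* genes could be split between paralogs.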

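Tear genes with their highest mean CPM in other acinar-like cells included *Scgb2b2* (94023 ± 15795 CPM, SD, n = 3 libraries) and *Esp15* (7464 ± 1011 CPM), against 44658.5 ± 19414 CPM and 3698 ± 1568 CPM in duct-like cells. Fibroblast-like cells, in which these UMIs are taken as free RNA, had 45022 ± 18645 CPM and 3102 ± 1056 CPM.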

In accordance with previous assumptions, the highest expression levels for most other tear components were found in acinar cells (Table S6). The lack of acinar specificity for the expression of these transcripts is likely caused by the cross contamination originating from acinar cells (see Section 2, Figure S1). 

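Between the 5 acinar-like clusters of a library, CPM of the tear genes differed by a median absolute log2 ratio of 0.13 to 0.47 in the female library, 0.06 to 0.51 in male library 1 and 0.07 to 0.39 in male library 2, over 10 pairs of clusters each. Between the female library and the male libraries it was 0.72 and 0.76, and between the male libraries 0.16.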

Acinar clusters #0, 1, 6, and 7 displayed similar expression patterns within each sex group (Figure S10D,E). Therefore, we have grouped them together into a single “acinar compartment” (Figure 10C). Cluster #9 was kept apart from the main acinar compartment as it was exclusively found in male LG and had no specific secretome (Figure S10E). Based on their distinct transcriptomic profiles, the *Tfrc*^hi^ (#8) and *Car6*^hi^ (#10) clusters were not included into the main acinar population. However, we did not notice any specific features related to tear secretion in the *Tfrc*^hi^ cluster, apart from a lower expression levels of tear components (except for male *Scgb1b29*) compared to the mature acinar clusters (Figure S10D,E).

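Of the 23 tear genes, 15 had fewer CPM in *Tfrc* hi-like than in other acinar-like cells in 3 of 3 libraries and 4 in none. *Scgb1b29* had 0, 11.3 and 9.80 CPM in *Tfrc* hi-like and 1.01, 5.18 and 5.67 CPM in other acinar-like cells of the female library, male library 1 and male library 2. The first of these, from 0 UMIs, allows up to 10.4 CPM.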

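In other acinar-like cells, taken as the acinar compartment (786, 1433 and 1894 cells), CPM in the female library, male library 1 and male library 2 were 10776, 12499 and 10929 for *Esp6*, 6552, 8550.5 and 7289 for *Esp15*, 74677, 78267 and 91215.5 for *Scgb1b2*, 78726, 93069 and 110273 for *Scgb2b2* and 2267, 3421 and 2755 for *Lcn11*. A gene is called higher in a sex when it passes 1.5-fold in the same direction against both male libraries, a rule that is not a test. None of these genes passed it, and only *Lcn11* passed 1.5-fold against 1 library, at 1.51-fold in male library 1. With *Obp1a* and *Pip*, 6 of 7 genes stayed within 1.5-fold of both. Clustering without integration, and CPM with tear-product genes left out of the total, each moved this to 1 of 7. By the same rule, 37 of 318 genes above 50 CPM were female-higher and 48 male-higher, and 12 passed 1.5-fold between the male libraries. The *Esp* and *Scgb* values are subject to the limits of counting paralogs.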

Similar to the tear proteome data (Figure 10A), *Esp6*, *Esp15*, *Scgb1b2*, *Scgb2b2*, and *Lcn11* were expressed at similar levels between males and females in the main acinar compartment (Figure 10C). While Stopkova and co-authors [14] found that *Obp1a* and *Pip* were significantly enriched in female tears, their mRNA levels did not differ between male and female acinar cells, thus suggesting the effect of sex on their regulation might be post-transcriptional. 

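*Obp1a* had 148617, 111673 and 108903 CPM and *Pip* 18877, 21365 and 18157 CPM in the acinar compartment of the female library, male library 1 and male library 2. Log2 ratios of the female library over each male library were 0.41 and 0.45 for *Obp1a*, which has a close paralog, and -0.18 and 0.06 for *Pip*.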

In accordance with the protein levels, we found that *Obp1b* was highly specific to females and that *Sval2* was significantly enriched in female acinar cells. 

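*Obp1b* (ENSMUSG00000067679) had 63453 CPM (95% interval 63361 to 63545) in the female acinar compartment and 55.1 CPM (95% interval 52.4 to 57.8) and 48.8 CPM (95% interval 46.5 to 51.3) in the male ones, with the paralog *Obp1a* a possible source of miscounted reads. *Sval2* (ENSMUSG00000014104) had 4588, 2964 and 2813 CPM, log2 ratios of 0.63 and 0.71 for the female library over each male library, just past 1.5-fold. Both genes were thus female-higher against both male libraries, 2 of 2. Without integration, with tear-product genes left out of the total, or over all epithelial cells, only 1 was.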

While SCGB2B20 is female-biased in tears, its gene was significantly upregulated in male acinar cells compared to females. 

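*Scgb2b20* (ENSMUSG00000094305) had 5701, 32728 and 33485 CPM in the acinar compartment, log2 ratios of -2.52 and -2.55 for the female library over male library 1 and male library 2. Reads of *Scgb* genes could be split between paralogs.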

Stopkova and colleagues reported a similar finding using bulk RNAseq of the LG [14]. 

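In the acinar compartment of the female library, male library 1 and male library 2, *Mup4* had 263, 14048 and 12714 CPM, *Scgb1b3* 6.51, 13748 and 8393, *Scgb1b20* 8001, 39496 and 42126.5, *Scgb1b29* 1.01, 5.18 and 5.67 and *Scgb2b7* 3862, 28387 and 28849.7. *Esp16* had 50.8, 5092 and 4580.1 CPM, from 1459 UMIs in the female library. The log2 ratios of the female library over the mean of the male libraries were -5.67 for *Mup4*, -10.73 for *Scgb1b3*, -2.35 for *Scgb1b20*, -2.43 for *Scgb1b29*, -2.89 for *Scgb2b7* and -6.57 for *Esp16*. All are genes with close paralogs, between which reads could be split.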

Consistent with the tear proteome data, we found many male-biased transcripts: *Mup4*, *Scgb1b3*, *Scgb1b20/29*, and *Scgb2b7/20.* Although the sex differences in the tear levels of ESP16 did not reach statistical significance, we observed that the *Esp16* transcript was exclusively expressed by male acinar cells. *Gm1553* encoding lacrein (LCRN) and *Scgb2b24* were significantly enriched in the male acinar compartment, but no differences were seen in tears.

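*Gm1553* (ENSMUSG00000094186) had 75607, 145553 and 141586 CPM and *Scgb2b24* 45057, 74254 and 69164 CPM in the acinar compartment of the female library, male library 1 and male library 2, log2 ratios of the female library over each male library of -0.94 and -0.91 and -0.72 and -0.62. With the genes above, 9 of 9 genes named as male-higher were past 1.5-fold against both male libraries, and 8 with doublets kept.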

To conclude, some tear components originate from ductal cells. The enrichment of LTF in male tears is likely due to a larger number of *Ltf+* ductal cells in male LG. Nonetheless, acinar cells are the major contributor for tear proteins and are responsible for additional sex dimorphism regarding tear composition.

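From the levels of tear genes across its clusters, set beside a published tear proteome, the paper concludes that acinar cells are the main source of tear proteins. From the levels of these genes in acinar cells of both sexes, also set beside that proteome, it concludes that acinar cells add further differences between the sexes. Tear-product genes took 47.2 ± 16.1% of the UMIs of duct-like and 43.6 ± 13.5% of those of MEC-like cells (SD, n = 3 libraries), shares that hold free RNA and lie below those of acinar-like cells. The number of genes past 1.5-fold was 100 between the female library and male library 1 and 97 between it and male library 2. The female library also differs from the male ones in sequencing core and day, so these counts hold the effect of sex together with those.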

## 4. Discussion

In this study, we generated the first comprehensive single-cell atlas of the adult mouse lacrimal gland, described the putative progenitor populations, and investigated the cellular origin of sex differences in tear composition.

Our analysis revealed the complexity of the stromal landscape of the LG. The extensive data obtained regarding the vascular, fibroblastic, and immune subtypes that constitute the LG will be valuable for future studies exploring the common features and unique characteristics of these cells across different tissues. Our study not only allows for the identification of distinct stromal clusters within the LG, but it also provides an opportunity for future studies to compare the expression of cluster-specific markers under both normal and pathological conditions. Consistent with the previous notion that the LG is a part of the mucosal immune barrier system [54,105,106], our study revealed a substantial presence of resident immune cells from both the lymphoid and myeloid lineages in the gland. We recently showed that the epithelial LG cells are sentinel cells that can sense danger signals/tissue damage and recruit immune cells by activating the inflammasome pathway [107]. Therefore, it is not surprising to find a considerable number of innate immune cells and resident regulatory T cells in the LG in homeostatic conditions, as they can rapidly initiate an inflammatory response upon sensing alarm signals.

Aside from their interactions with the immune system, LG epithelial cells directly contribute to the defense of the LG and the ocular surface by secreting many factors that have antimicrobial and/or immunoregulatory properties.

### 4.1. Ltf+ Ductal Cells Contribute to the Defense of the Ocular Surface

Indeed, our study shows that ductal cells, for instance, contribute to the barrier function of the LG. In the past, several studies have demonstrated that ductal cells significantly participate in the release of water and ions into the tear fluid [108]. The presence of numerous secretory granules in the cytoplasm of ductal cells, as seen by electron microscopy, suggests that they may also secrete proteins [109]. In our single-cell atlas of the LG, we found a cluster of luminal/intercalated duct cells specifically expressing *Ltf.* LTF is abundant in tears and able to bind free irons, liposaccharides, and markers of inflammation, thus preventing microbial growth and immune activation [110]. The *Ltf+* cluster was characterized by the expression of *Sftpd*, *Dmbt1*, and *Pglyrp1.* These antimicrobial factors also produced by salivary glands are known to bind bacterial peptidoglycans, indicating a potential role in the recognition and response to bacterial infections [111,112]. *Dmbt1* codes for glycoproteins that can be secreted and are involved in various biological processes including mucosal innate immunity. DMBT1 is present in human tears [113] and has been shown to interact with IgA (produced by plasma cells of the LG), LTF, and SFTPD, thereby enhancing phagocytosis by cells of the innate immune system [114]. Unlike mice, where SFTPD was found in ductal cells [28], human SFTPD is produced by LG acinar cells and detected in tears [115]. Altogether, our findings suggest that mouse luminal ductal cells expressing *Ltf* not only modify the ionic composition of the primary tear fluid but also produce factors that play a role in the host defense. Additionally, these cells produce chemokines, such as CCL9 and CXCL17, that are responsible for attracting innate immune cells to the site of infection or inflammation.

### 4.2. Ductal Cells and Myoepithelial Cells Mostly Have a Local Secretory Function

Furthermore, our analysis revealed that other ductal clusters, which contain both basal ductal cells and some luminal cells of multilayered ducts, exhibited high expression levels of two members of the Whey-acidic-protein (WAP) four-disulfide core domain protein family: *Wfdc2* and *Wfdc18*. These proteins are predicted to possess both inflammatory and antimicrobial properties and have also been detected in human saliva [103]. WFDC2 was not found in tear proteome data [14,16], while WFDC18 was detected in only two males [14], suggesting they are not major components of the tear fluid. To our knowledge, their potential antibacterial function has not been experimentally confirmed [116]. However, *Wfdc18* was shown to promote apoptosis in mammary epithelial cells [117], and *Wfdc2* could be involved in innate immunity and adenocarcinomas [118]. Similarly, the lipocalin LCN2, which is highly expressed by MECs and detected in some ductal cells in our dataset, was not found in the tear proteome data [14]. Due to its capacity to bind hydrophobic ligands, LCN2 has a wide array of functions from antimicrobial properties (through the sequestration of bacterial siderophores [119]) to the regulation of energy metabolism, glucose, and lipid homeostasis [120]. Therefore, these proteins secreted by MECs or ductal cells are either in too small amounts to be detected in tears or may not be released into the tear fluid and rather have a local effect in the LG that may go beyond their predicted antimicrobial activity.

In support of a major local effect for the secretome of MECs, we found that MECs shared with vascular cells or fibroblasts the expression of genes involved in the composition or the organization of the extracellular matrix, as well as previously described factors involved in cell–ECM and cell–cell interactions [121]. For instance, Thrombospondin-1 (*Thbs1*, encoding TSP-1) was specifically expressed by MECs at the transcriptional level. TSP-1 is found in MECs and ducts by immunostaining [7,122], and its deficiency in mice leads to MEC dysfunction resulting in LG inflammation and dry eye [123,124]. Most importantly, MECs secrete pleiotropic signals that regulate multiple cellular processes critical for stem cell maintenance, LG development, and homeostasis. Although some of them were also expressed by ductal or stromal subtypes, MECs seem to be the unique source of paracrine signals such as cholecystokinin and neurotrophic factors (neuregulins and neurturin). By surrounding acini, MECs are in close proximity with intercalated ducts and at the interface between the secretory units and the stroma containing blood vessels, neuronal cells, fibroblasts, etc. Due to their unique transcriptional profile, it is likely that MECs function as niche cells that can signal to any other cell type, thereby regulating LG homeostasis and preserving acinar integrity to ensure proper tear secretion.

### 4.3. Acinar Cells Are the Main Producers of Tear Proteins and Sex-Biased Signals

Comparison of our transcriptomic data with previously published proteomics data confirmed that acinar cells of the LG are the main source for the most abundant tear components, with the exception of LTF. In accordance with previous proteomic studies, we also found that acinar cells are responsible for the secretion of female-biased OBP1b and SVAL2 and of many male-biased tear products (MUP4, SCGB1B20/29, SCGB2B7/20, and SCGB1B3). Discrepancies regarding other tear components might arise from post-transcriptional mechanisms, the eventual contribution of other organs, and strain-related specificities. SVAL2 and the secretoglobins are thought to participate in the barrier function of the epithelium and to modulate immune responses [125,126]. OBP1b and MUP4 are part of the lipocalin family of proteins that can bind small hydrophobic molecules [127]; thus, OBPs and MUPs are involved in chemical communication by transporting volatile pheromones [14,128,129,130]. MUP expression levels depend on multiple factors including sex, social status, housing conditions, and estrus cycle [130,131,132]. Therefore, these parameters likely affect the individual mouse repertoire of lipocalins across different studies, and an in-depth investigation of sexually dimorphic genes would require taking all these factors into account, including variations related to age and the circadian clock [133].

At the transcriptional level, our detailed analysis of the LG epithelium identified two main populations of mature acinar cells annotated as “secreting” and “synthesizing” acinar cells. Secreting acinar cells expressed high levels of *Lpo*, *Hp*, *Prom2*, *Pigr*, and mitochondrial transcripts, while synthesizing acinar cells had a high RNA content and were enriched in ribosomal proteins and lacrein (*Gm1553*). Considering that the synthesis of tear products and the secretory process (including organelle reorganization and membrane recycling) both require ATP and share some of the cellular machineries, we propose that LG acinar cells alternate protein synthesis and secretion, similar to the parotid gland [134]. Furthermore, the desynchronization of acini would enable the continuous production of the tear fluid necessary for the protection of the ocular surface. Consistent with this, we found some heterogeneity in the number of granules and mitochondria across LG acinar cells. Similar to our observations, mitochondria positioning and dynamics are modulated by stimulated exocytosis in secretory acinar cells of salivary glands [135]. Interestingly, “secreting” acinar cells expressed lower levels of ferritin that enables iron storage. By contrast, *Prom2* was enriched in these cells and, although its function is largely unknown, it was shown that PROM2 promotes the formation of ferritin-containing multivesicular bodies and exosomes for iron export in other tissues [136]. Therefore, cellular iron content may be differentially regulated between the two functional phases of acinar cells. Iron is a key factor for many cellular processes such as the tricarboxylic acid cycle, lipid metabolism, and gene regulation; however, it is toxic in excess, and its cellular concentration is thus tightly regulated [137]. High expression of ferritin subunits (*Fth1* and *Ftl1*) and *Nupr1* in the epithelial *Ltf+* cluster suggested iron accumulation in these cells. In humans, lower serum levels of iron are associated with a decreased quality and quantity of tears in term newborns [138]. Further research is needed to clarify whether iron plays a direct role in the secretory process or is solely associated with the production of iron-binding tear products such as haptoglobin (HP) by acinar cells and LTF by luminal cells.

Cellular iron uptake is mediated by the transferrin receptor (*Tfrc*), whose expression was detected in most acinar clusters but was found at higher level in a small group of acinar cells also characterized by high expression levels of *Etv1* and *Fgg*. The ETV family comprises FGF-responsive transcription factors that are involved in the proper formation of the lens and the LG during mouse embryonic development [139,140]. *Etv1* also correlated with acinar differentiation in the developing mouse submandibular gland [84]. We also found co-expression of *Tfrc/Fgg* in the cluster of differentiating acinar cells of the LG at P4. We thus propose that this *Tfrc^hi^* cluster may represent a pool of immature acinar cells either undergoing transcriptional remodeling towards a fully mature secretory phenotype or awaiting activation.

### 4.4. Epithelial Progenitors Exist in the Adult Lacrimal Gland

Previous studies have shown that the LG has stem/progenitor cells capable of LG repair after tissue damage [7,141]. In our cell atlas, we identified *Kit+/Aldh1a1+/Car2* cells similar to pancreatic centroacinar/terminal ductal cells (CA/TD) within the *Ltf+* cluster enriched in intercalated duct cells. This population had a unique metabolic profile and expressed progenitor markers, as well as several ion channels, including their newly identified specific marker *Clic6*. Interestingly, *Clic6* was also expressed by developing ductal LG cells at P4 and by *Kit*+/*Gfra3+* intercalated ducts of the submandibular gland that share key features with the P1 salivary *Krt19+* ducts [84], thus suggesting it may serve as a universal marker for adult ductal progenitors in these glands. *Clic6* was recently discovered as a member of the chloride intracellular channel (CLIC) gene family but did not display chloride channel activity in vitro [142]. Although its precise function remains unknown, it was shown that this metamorphic channel undergoes oligomerization in oxidative conditions and is stabilized by membrane lipids [143]. It is thus possible that the tuning of the redox status of *Aldh1a1+* cells might participate in the modulation of CLIC6 activity, in addition to a potential role in the maintenance of stemness and differentiation processes [144].

Importantly, we also identified epithelial *Sox10+* subsets of distinct lineages. SOX10 is necessary for the establishment of secretory units (including MEC, acini, and intercalated ducts) in several exocrine glands and also mediates epithelial cell plasticity [6]. Athwal and co-authors showed that *Sox10* induction in distal KIT+ epithelial progenitors requires FGF10 stimulation [6]. Using duct cell lines, they also demonstrated in vitro that the effect of SOX10 depends on the growth factors present, promoting either epithelial differentiation or a progenitor-like state maintaining KIT expression. Our study showed for the first time that the adult LG contains SOX+ cells in intercalated ducts and the ductal compartment that likely correspond to *Kit+/Sox10*+ cells of the *Ltf+* epithelial cluster. We also described the existence of small SOX10+ acinar cells close to the central lumen, which might relate to *Kit+/Sox10*+ cells of the *Car6*^hi^ acinar cluster. Since the *Car6*^hi^ *and Ltf+* clusters uniquely share some common features (*Krt18*, *Wfdc18*, *Folr1*, and *Lrrc26*) and that P4 LG’s *Car6+* cells express markers specific to the adult *Ltf*+ cluster (*Dmbt1* and *Pglyrp1*), it is plausible that the *Car6*^hi^ *and Ltf+* clusters are linked and may correspond to different differentiation stages associated with distinct locations in the gland (such as from the proximal to the terminal part of the intercalated duct). It is also possible that they originate from a common *Kit+/Aldh1a1+* progenitor. Further studies are needed to confirm these hypotheses or to determine whether they correspond to distinct pools of reservoir cells with different cell fates.

In our dataset, *Car6*^hi^ acinar cells were characterized by high *Dnase1* and K^+^ channel-related genes’ (*Kcnn4* and *Lrrc26*) expression levels. Cells immunoreactive for CA-VI represent only 10% of rat LG acinar cells. However, to our knowledge, nothing is known about this population. Nonetheless, *Car6*^hi^ cells seem relevant for LG pathology, since autoantibodies for CA-VI are early biomarkers for the diagnosis of Sjogren’s Syndrome [145], and using spatial transcriptomics on mouse LG, we found a rare *Car6*^hi^ population that was particularly affected by Sjogren’s Syndrome-like disease in *NOD.H2^b^* mice [85].

## 5. Conclusions

To summarize, our study provides the first comprehensive atlas of the adult mouse lacrimal gland, as well as the molecular foundation for the comparison of male and female LGs. Altogether, these findings offer new avenues for the study of LG postnatal development, the maintenance of LG cellular homeostasis, and the identification of the populations and mechanisms that control adult LG regeneration. Future comparisons of our data with pathological models will help to understand LG dysfunction and to identify new therapeutical strategies to manage aqueous deficiency dry eye.

## 6. Limitations of the Study

Although we supported our statements using relevant previous studies and aimed to confirm key observations at the transcriptomic level using immunostaining and lineage tracing experiments, some of our findings and hypotheses will require future studies to be validated at the protein level or with functional assays.

In addition, we designed our study so that each sample would combine the LGs from several mice sacrificed at the same time of the day to better represent the mouse LG in general and evaluate the sex differences. Consequently, our data do not offer the possibility of assessing the potential individual variability or the transcriptomic changes that may occur under the influence of the circadian rhythm, estrous cycle, or housing conditions.

While scRNAseq is a powerful tool to interrogate the transcriptome of each individual cell, it suffers some obvious technical limitations related to the tissue dissociation process and ambient RNA cross contamination. For instance, our dataset lacked neuronal populations and plasma cells, and epithelial populations were underrepresented compared to the composition of intact LG. Therefore, future studies will benefit from very recently developed spatial multi-omics techniques, analyzing tissue sections that preserve all cells together with their morphology and interactions.

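Cells with UMIs of 3 or more of *Cd79a*, *Cd79b*, *Ms4a1*, *Jchain* and *Mzb1* numbered 7 of 18344 cells kept, 4 in male library 1 and 3 in male library 2. Over all cells kept, *Jchain* had 53, 596 and 485 UMIs in the female library, male library 1 and male library 2. In the same order, *Mzb1* had 4, 23 and 20, *Ms4a1* 5, 0 and 1, *Cd79a* 6, 2 and 8 and *Cd79b* 78, 11 and 6. These genes mark B cells as well as plasma cells, so the count does not tell them apart.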

## Figures and Tables

**Figure 1:**
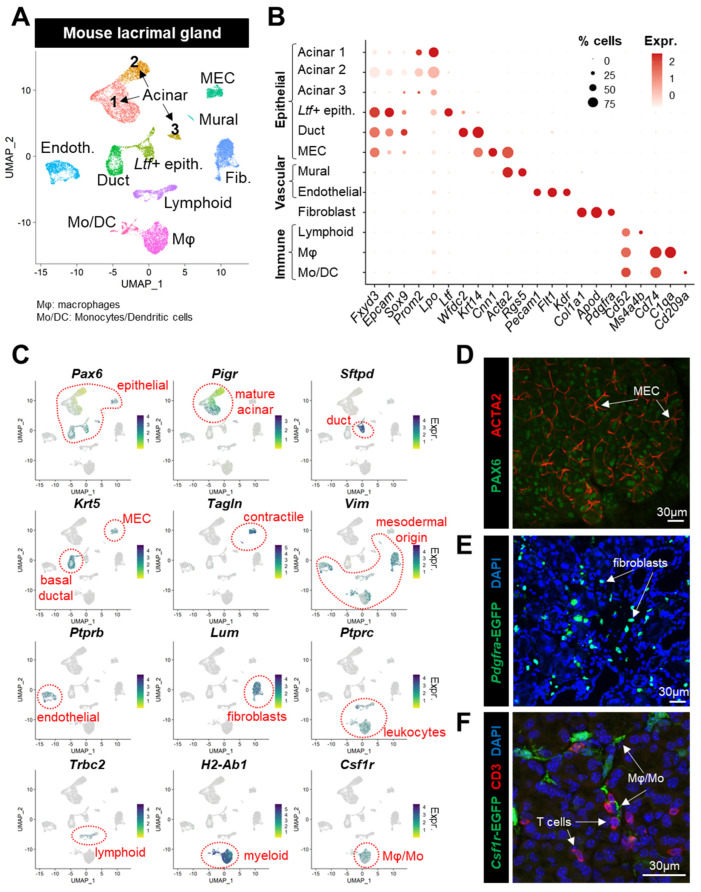
Identification of the main cell types composing the lacrimal gland. (**A**) UMAP embeddings of lacrimal gland (LG) cells from 2-month-old mice following data integration (one female and two male samples, one sample = three mice). (**B**) Expression level of canonical markers used for the annotation of major cell types composing the LG. The size of dots indicates the percentage of cells expressing the corresponding gene, and the color scale correlates with the average expression level (red is high). (**C**) UMAP plot for additional established markers showing the broad distribution of each specific feature within a single cluster or compartment (epithelial, vascular, and immune) circled by dashed red shapes. Cells are colored based on their expression level for the corresponding gene (blue is high). Cells with no expression are shown in grey. (**D**–**F**) Representative confocal images of young (1–3-month-old) mouse LG showing the distribution of (**D**) PAX6, expressed by epithelial cells, and ACTA2, labeling all myoepithelial cells, (**E**) green fluorescent fibroblasts in the *Pdgfra*^EGFP^ reporter mouse, and (**F**) green fluorescent macrophages (Mφ)/monocytes and CD3+ T cells (red) in the *Csf1r*^EGFP^ reporter mouse line.

**Figure 2:**
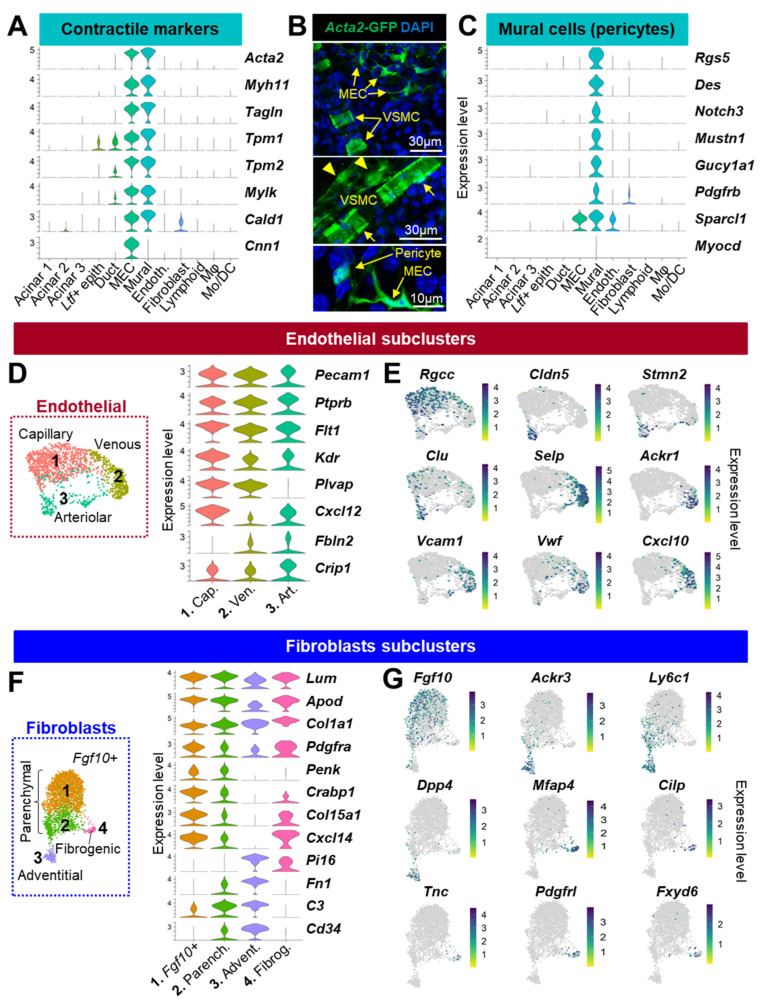
Transcriptional profiles of the stromal cells of the lacrimal gland. (**A**) Violin plots for the expression of contractile genes across the main cell types composing the LG. (**B**) Confocal images of LG whole mounts from the *Acta2*-GFP reporter mouse showing the distinctive morphologies of vascular mural cells and typical star-shaped MECs. Vascular smooth muscle cells (VSMCs) have a different phenotype depending on the vessel they surround: spindle-shaped VSMCs indicate pre-capillary arterioles (arrows), while VSMCs from post-capillary venules have cytoplasmic processes (arrowheads). Pericytes can easily be identified on capillaries due to their prominent nucleus and short processes. Nuclei were visualized with DAPI. (**C**) Normalized expression of the key genes defining pericytes in the present LG dataset. (**D**,**E**) Subclustering evidenced endothelial cells of capillary, venous, and arterial types (see cropped UMAP plot of the endothelial cluster in frame) according to the defining genes they (**D**) commonly or (**E**) specifically express. (**F**,**G**) Fibroblast heterogeneity was evaluated by subclustering (see cropped UMAP plot in frame). (**F**) Shared or (**G**) restricted expression of marker genes evidenced parenchymal (*Fgf10*+ and *Fgf10*-), adventitial, and fibrogenic-like subsets of fibroblasts. Violins are colored by cluster identity.

**Figure 3:**
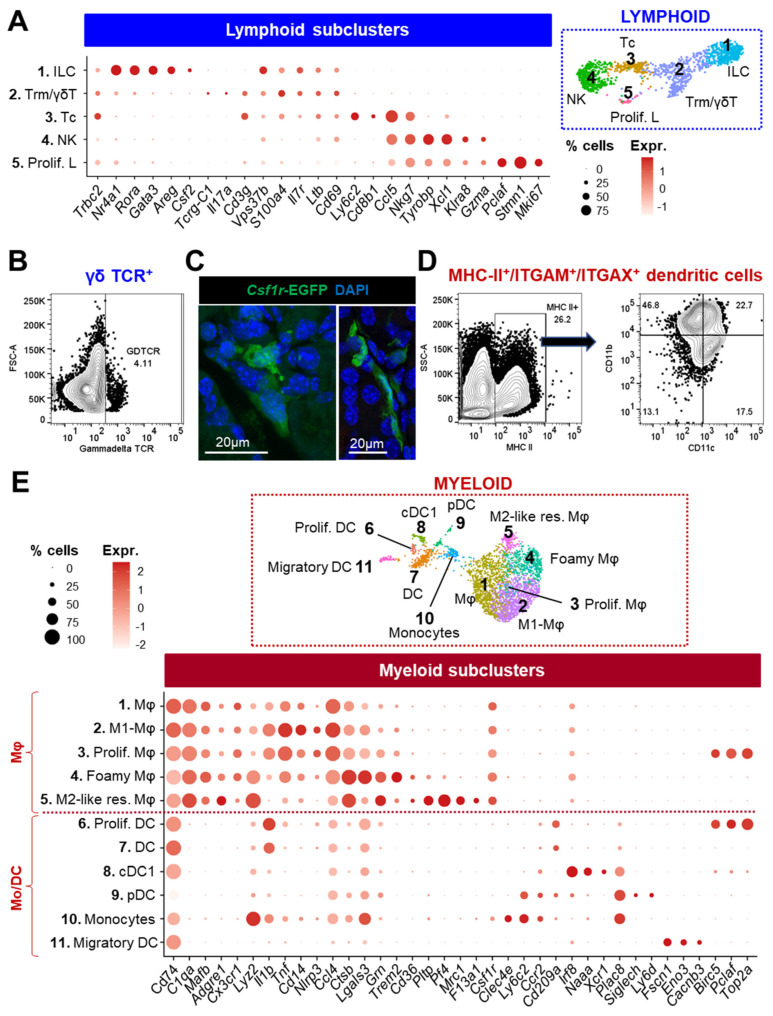
Many different immune cells reside in the steady-state lacrimal gland. (**A**) Expression level of marker genes identifying the lymphoid subclusters (see cropped UMAP to the right). (**B**) Representative plots for the analysis of dissociated LG (3–4-month-old females) by flow cytometry showing the presence of γδ-TCR+ cells indicative of γδ T cells (**C**). Representative confocal images of LG frozen sections from young (1–2-month-old) *Csf1r*-EGFP mice illustrating GFP+ macrophages (Mφ) of various morphologies. Nuclei were stained with DAPI. (**D**) Detection of MHC-II+/ITGAM+/ITGAX+ dendritic cells (DC) by flow cytometry analysis of dissociated LG. (**E**) Subclustering analysis of the myeloid populations (see cropped UMAP plot in frame) identified 11 subtypes of Mφ and monocytes (Mo)/DC characterized by relevant marker genes shown on the dot plot. On all gene expression plots, the size of dots indicates the percentage of cells expressing the corresponding gene, and the color scale correlates with the average expression level (red is high).

**Figure 4:**
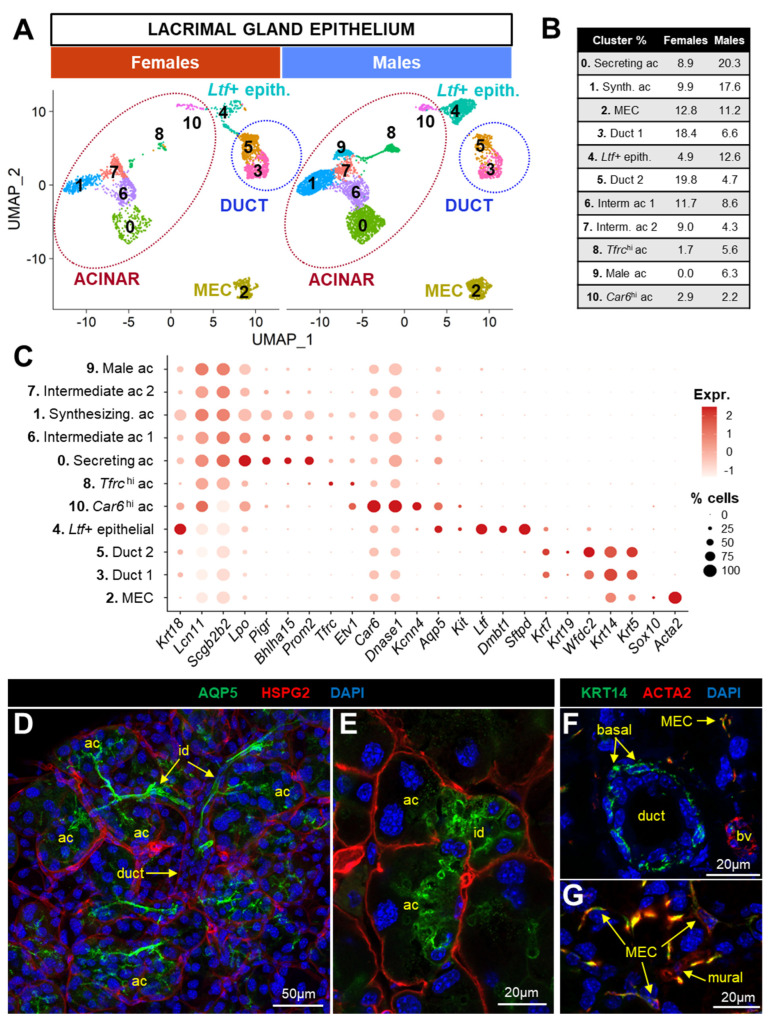
Unexpected complexity of the lacrimal gland epithelium. The epithelial fraction of the LG dataset was subjected to a separate analysis to reveal epithelial subpopulations of the young LG. (**A**) UMAP embeddings of epithelial clusters were split into two plots to visualize sex differences in cell composition. (**B**) The proportion of cells in each epithelial cluster depending on sex. (**C**) The expression of marker genes defining epithelial clusters. Dot size indicates the percentage of cells expressing the corresponding gene, and the color scale correlates with the average expression level (red is high). (**D**–**G**) Representative confocal images of (**D**,**E**) LG whole mounts stained for heparan sulfate proteoglycan (HSPG2, red) and aquaporin-5 (AQP5, green). HSPG2 labeled the basement membrane of acini, ducts, and blood vessels. AQP5 is found at the apical part of the acini and small/intercalated ducts but is absent in the large multilayered ducts (see (**D**), projection of 6 µm thick z-stack). (**F**,**G**) LG frozen sections from 2–6-month-old mice immunostained for ACTA2 (to visualize MECs and mural cells wrapped around blood vessels) and KRT14, which is specifically expressed by (**F**) ACTA2- basal ductal cells and (**G**) ACTA2+ MECs but not vascular cells. Nuclei were counterstained with DAPI.

**Figure 5:**
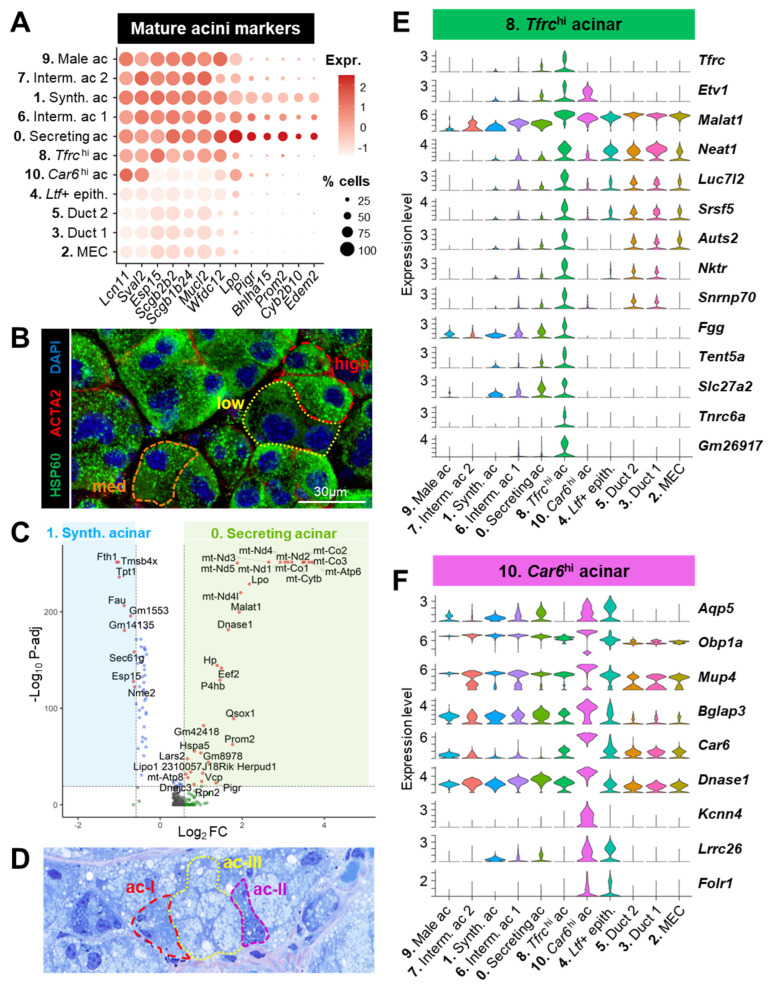
Intrinsic heterogeneity of the acinar compartment of the lacrimal gland. (**A**) Expression level of genes commonly found in the acinar compartment and features associated with mature fully differentiated acinar phenotypes. Dot size indicates the percentage of cells expressing the corresponding gene, and the color scale correlates with the average expression level (red is high). (**B**) Representative confocal images of LG whole mounts from 5–6-month-old mice immunostained for ACTA2 and the mitochondrial marker HSP60 (green). The mitochondrial content is heterogenous across acinar cells (surrounded by ACTA2+ MECs) as shown by the low (yellow dashes), medium (orange dashes), and high (red dashes) staining of acinar cytoplasm. (**C**) Volcano plot for differentially expressed genes between acinar cluster #0 and #1. To improve readability, all *Rps* and *Rpl* genes coding for ribosomal proteins enriched in cluster #1 were omitted from the plot. Only genes expressed in at least 20% of the cells of either of the two clusters were considered. Dashed lines intersect the x-axis at fold change = ±1.5 and the y-axis at *p*-adj = 10^−20^. Positive fold changes indicate an upregulation in cluster #0 compared to cluster #1. (**D**) One-micron section of 2-month-old LG stained with toluidine blue reveals acinar cells containing a low number of granules (ac-I), some cytoplasmic granules that may contain glycoproteins as suggested by the dark blue staining (ac-II), and large acinar cells densely filled with light blue granules (ac-III). (**E**,**F**) Violin plots for the expression of marker genes defining (**E**) acinar cluster #8 and (**F**) acinar cluster #10. Violins are colored by cluster identity.

**Figure 6:**
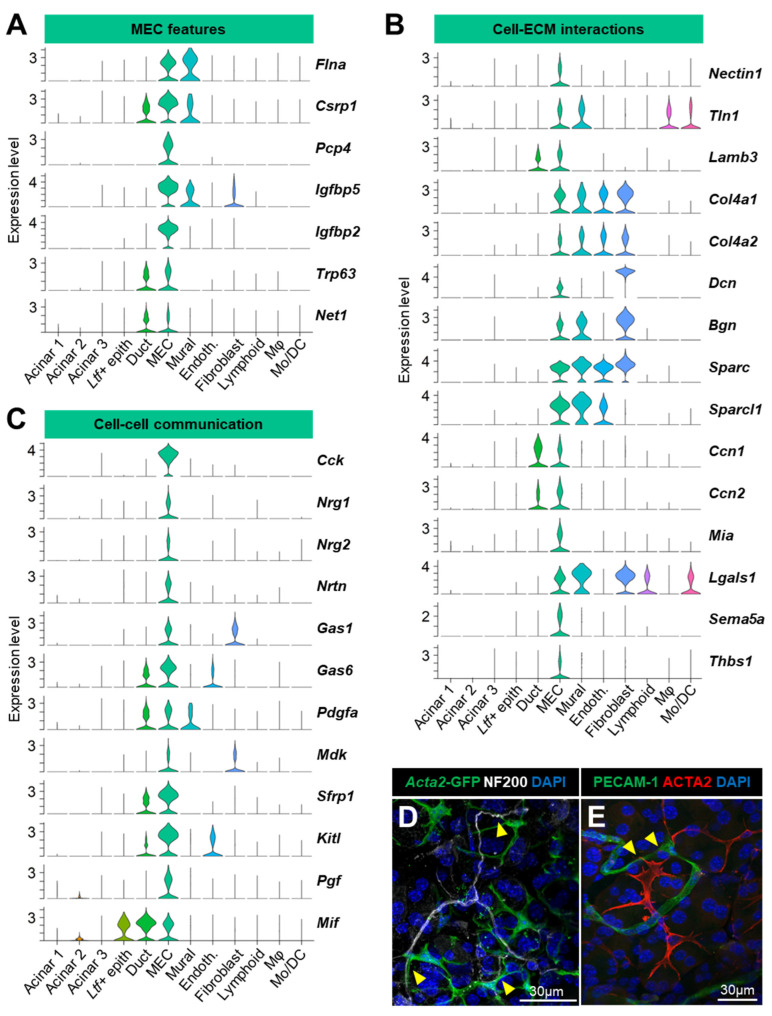
Myoepithelial cells (MEC) have the transcriptional repertoire to interact and communicate with other cell types. (**A**–**C**) The expression level in the whole LG dataset for (**A**) markers defining MECs, genes coding for (**B**) cell–matrix interaction molecules, and (**C**) cell–cell communication factors, significantly enriched in MECs compared to other cell types composing the LG. (**D**,**E**) Projection of z-stacks from LG whole mounts stained for (**D**) the neuronal marker Neurofilament 200 (NF200, white) in the *Acta2*^GFP^ reporter mouse and (E) the endothelial marker PECAM-1 (green) and MEC marker ACTA2 (red) in a wildtype mouse. Yellow arrowheads indicate physical interactions between MECs and (**D**) neuronal or (**E**) endothelial cells, respectively.

**Figure 7:**
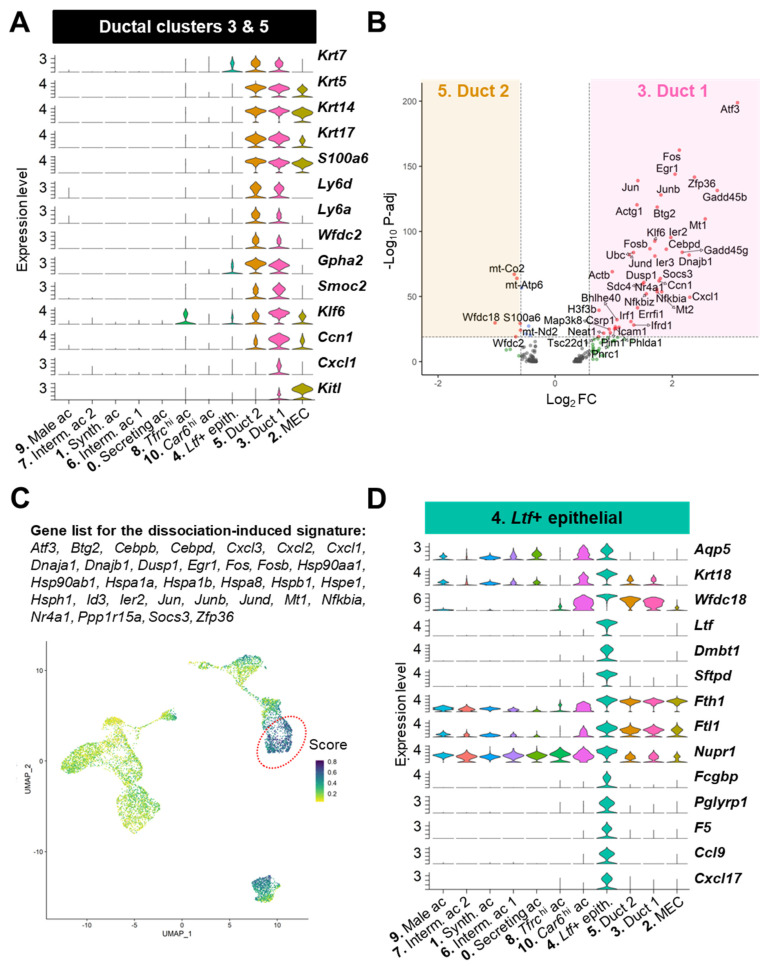
Transcriptional profiling of the ductal population of the lacrimal gland. (**A**) Expression level of markers for the ductal clusters #3 and 5. (**B**) Volcano plot for the differentially expressed genes between ductal cluster #3 and #5. Only genes expressed in at least 20% of the cells of either of the two clusters were considered. Dashed lines intersect the x-axis at fold-change = ±1.5 and the y-axis at *p*-adj = 10^−20^. Positive fold changes indicate an upregulation in cluster #3 compared to cluster #5. (**C**) UMAP plot showing the cell scores for the previously published dissociation-induced gene signature. Higher scores (blue) were found in cluster #3. (**D**) Expression of genes defining cluster #4. Violins are colored by cluster identity.

**Figure 8:**
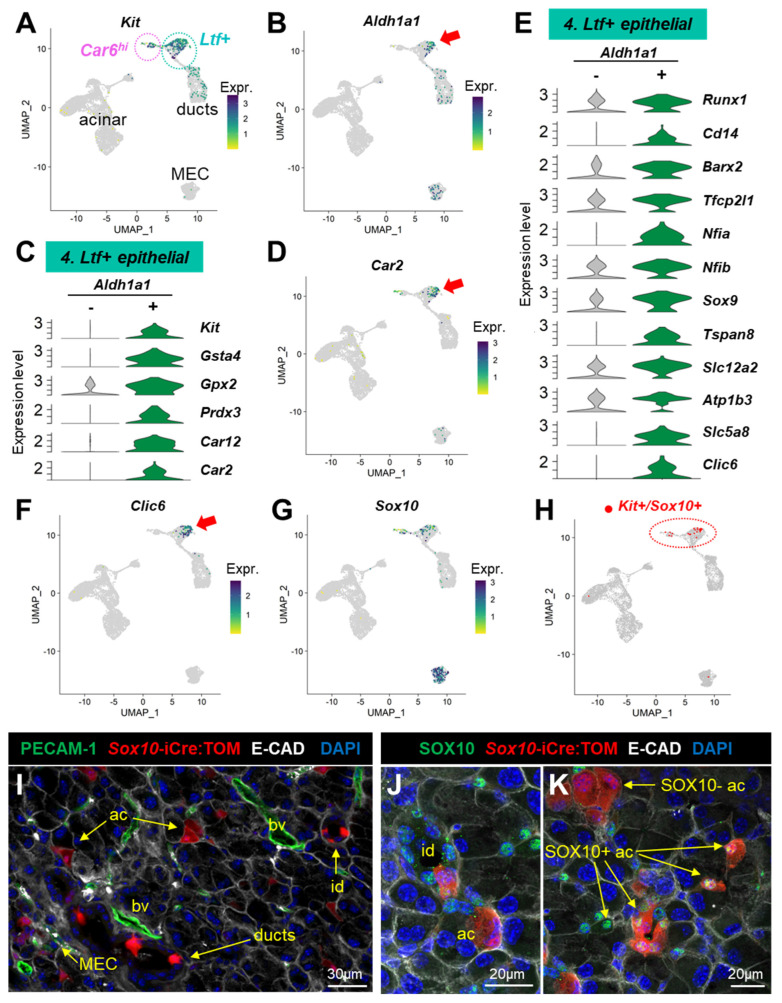
Identification of distinct *Kit*+ progenitor subsets in the lacrimal gland epithelium. (**A**,**B**) UMAP plots identify (**A**) *Kit*+ and (**B**) *Aldh1a1*+ expressing cells in the *Ltf*+ epithelial cluster (red arrow). (**C**) Expression level of genes enriched in the *Aldh1a1*+ cells of the *Ltf*+ cluster. (**D**) UMAP plot for *Car2* expression in the LG epithelium. (**E**) Expression level of genes enriched in the *Aldh1a1*+ cells of the *Ltf*+ cluster related to progenitor-like properties and ion transport. (**F**,**G**) UMAP plot for (**F**) *Clic6* and (**G**) *Sox10* expression in LG epithelium. (**H**) *Kit*+/*Sox10*+ cells of the LG epithelium are highlighted in red and concentrate in the *Car6^hi^* acinar and *Ltf+* ductal clusters (circled area). (**I**–**K**) Two-month-old *Sox10*-iCre:TOM mice received TM for two days and were sacrificed (**I**) three days or (**J**,**K**) one week after the first TM injection. The LG was harvested and stained for (**I**) PECAM-1 (blood vessels (bv) marker, green) and E-cadherin (E-CAD, epithelial marker, white), or (**J**,**K**) SOX10 (green), or E-CAD (white). TOM+ cells (red) derived from *Sox10*-expressing cells were identified as MECs, acinar (ac), ductal, and intercalated duct (id) cells. Most of the MECs were SOX10+. Many SOX10+ cells were found in intercalated ducts and at the junction with acini. SOX10+ acinar-like cells are smaller and found centrally in the vicinity of the acini lumen, while the TOM+/SOX10- acinar cells form clusters of large cells.

**Figure 9:**
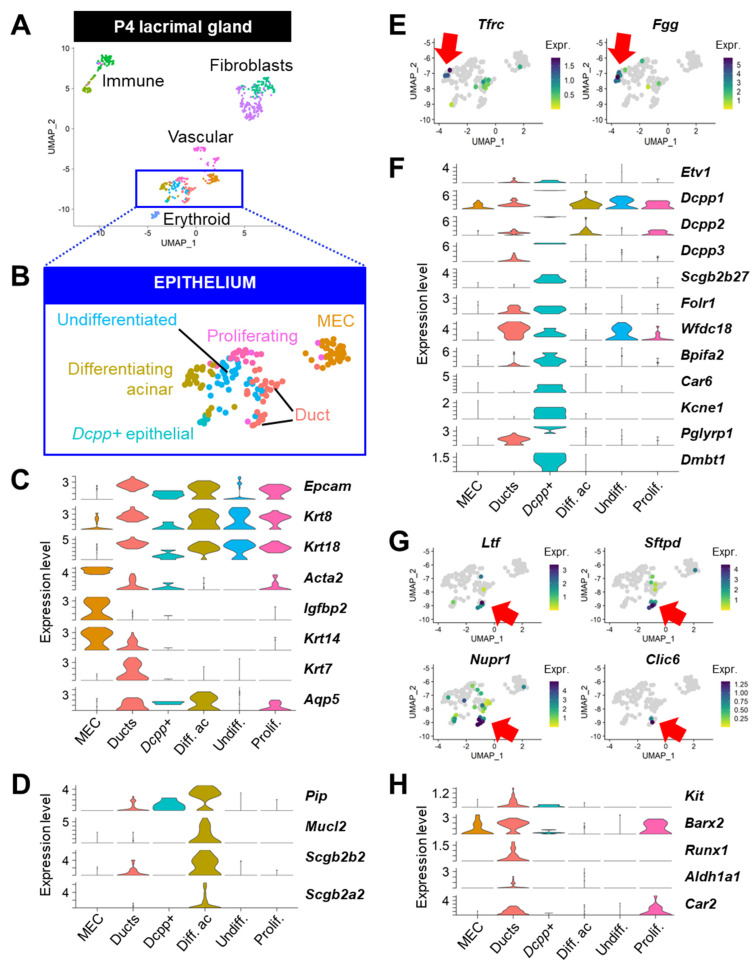
The developing epithelium of the lacrimal gland shows key features of immature adult subsets. (**A**,**B**) UMAP embeddings of the (**A**) LG dataset analyzed at postnatal day 4 (P4) and including (**B**) six epithelial subclusters. (**C**,**D**) Normalized expression level of genes defining (**C**) the main cellular lineages and (**D**) differentiating the acinar cells. (**E**) UMAP plot showing *Tfrc/Fgg*^hi^ differentiating acinar cells. (**F**) Normalized expression in the *Dcpp*+ cluster of marker genes and features of the adult *Car6*^hi^ acinar cluster. (**G**) Some of the main characteristic genes of the adult *Ltf*+ cluster are found in a subset of developing ducts. (**H**) The developing ducts are enriched in the expression of genes specific to *Aldh1a1*+ cells of the centroacinar/terminal duct (CA/TD)-like cells of the adult *Ltf*+ epithelial cluster.

**Figure 10:**
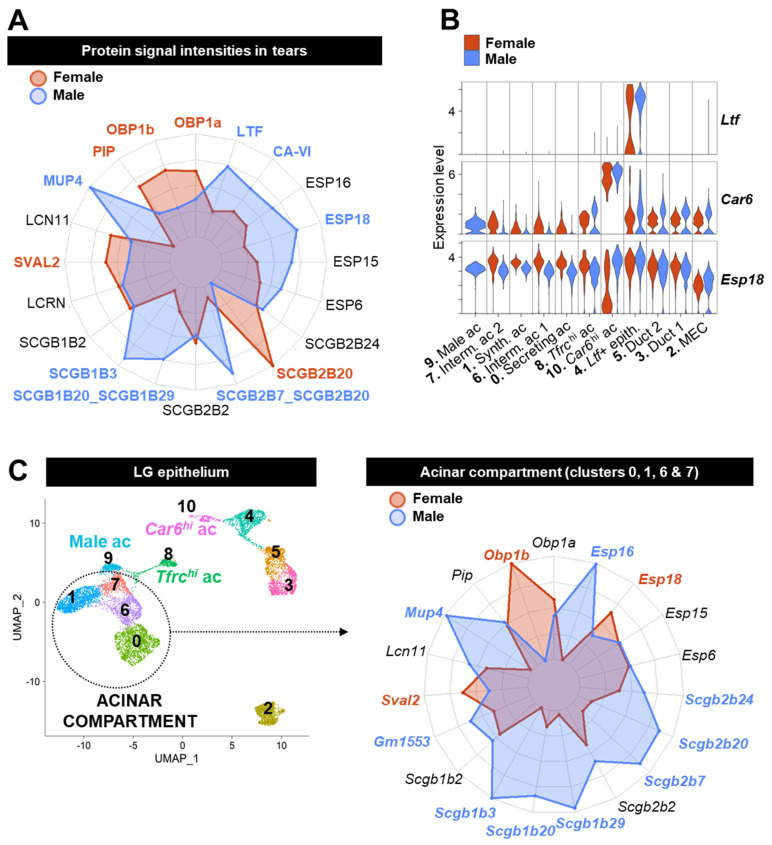
Sex dimorphism in tear composition mainly originates from the acinar compartment. (**A**) Spider chart summarizing the average level of tear components at the protein level in mouse tears (n = 6). (**B**) Normalized expression levels of abundant tear components highly expressed by clusters that do not belong to the main acinar compartment. Red and blue violins correspond to female and male data, respectively. (**C**) Spider chart summarizing the average level of tear components at the mRNA level in the acinar compartment of the LG epithelium (including clusters #0, 1, 6, and 7 as shown on the plot to the left). (**A**,**C**) Webs are colored in blue or red depending on whether they belong to male or female data, respectively. For each protein/transcript, the maximum of the chart corresponds to the sum of the respective averages in male and female mice so that strictly sex-specific tear products hit the largest polygon, while equally expressed proteins/genes colocalize in the middle of the corresponding axis. Sex-biased tear products are indicated in bold and colored in blue or red if they are significantly enriched (fold change > 1.5; *p*-adj < 0.05) in males or females, respectively.

## Data Availability

All data are available in the main text or the supplementary materials. The R file used to analyze the previously published sequencing data of the postnatal lacrimal gland (P4) was found on Panglodb.se under identifier SRS2290358. Sequencing data for the scRNAseq analysis of the lacrimal glands from two-month-old mice were deposited in the Gene Expression Omnibus (GEO) database (www.ncbi.nlm.nih.gov/geo, accessed on 15 May 2023) under accession #GSE232146. R scripts and Seurat objects used for this study were uploaded on Zenodo (zenodo.org, accessed on 15 May 2023) with https://doi.org/10.5281/zenodo.7927055, accessed on 15 May 2023.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12101435/s1, Figure S1: Analysis workflow and quality control for scRNAseq data from adult mouse lacrimal gland; Figure S2: Clustering analysis of the two months old mouse lacrimal gland; Figure S3: Subclustering analysis of the stromal populations composing the mouse lacrimal gland; Figure S4: Subclustering analysis of the immune cell populations composing the mouse lacrimal gland; Figure S5: Clustering analysis of the epithelial compartment of the mouse lacrimal gland; Figure S6: Acinar clusters of the mouse lacrimal gland; Figure S7: Analysis of putative progenitors of the mouse lacrimal gland; Figure S8: Analysis of the mouse lacrimal gland epithelium at postnatal day 4 (P4); Figure S9: The LG at P4 recapitulates the stromal populations present in the adult LG; Figure S10: Analysis of the secretome of epithelial LG cells in the light of tear proteome data; Table S1: Table of the top-25 markers for the main clusters of the mouse lacrimal gland analyzed at 2 months old; Table S2: Table of the top-25 cluster markers for mouse LG epithelium subclustering; Table S3: Differential expression analysis between epithelial clusters; Table S4: Differential expression analysis between *Aldh1a1*+ cells and *Aldh1a1*- cells within the *Ltf*+ epithelial cluster #4; Table S5: Table of the top-25 cluster markers for mouse LG at postnatal day 4; Table S6: Data of the tear proteome and corresponding mRNA expression in the LG epithelium as evaluated by scRNAseq.

How the deposited data were processed for this re-analysis (not part of the article)

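Single-cell RNA sequencing of the mouse LG was taken up from 3 libraries, each made from a pool of 3 mice: a female library, male library 1 and male library 2. The female library was sequenced at the Scripps core and the male libraries at the Salk core on another day, so sex, core and day coincide and no test of sex was possible with 1 female library. The labels were checked with *Xist* and 4 Y-linked genes, which lay on the side of the stated sex in every library.

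The deposited values are UMI counts per gene and barcode, made by the authors with CellRanger v6.1.2 (demultiplexing, alignment and counting), before their DecontX correction, doublet removal and cell filters. For each library the authors give a set of all barcodes and a set of the barcodes called as cells, and the counts of the called barcodes were checked to be the same in both. The header of the full set names Cell Ranger 4, unlike the methods and the other header. The genome build and the annotation release are not stated in the paper’s text, so no coordinates are given. Called barcodes numbered 9737, 6422 and 6899 in the female library, male library 1 and male library 2, with 63066640, 40609390 and 44661762 UMIs.

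Cells with more than 500 UMIs, more than 200 genes and a mitochondrial share under 15% were kept, as in the paper. Doublets were scored with the scrublet function of scanpy 1.11.5 in each library, and the cells with the highest scores were removed up to an expected rate of 0.8% per 1000 barcodes (646, 287 and 315 cells). This left 7652, 5295 and 5397 cells with 55390678, 37642071 and 41269825 UMIs and a median of 3252, 1884 and 1788 UMIs per cell. DecontX, DoubletFinder and scDblFinder were not at hand, so counts were not corrected for free RNA except as an alternative, and doublets are not those of the authors. Free RNA was described from barcodes with 10 to 100 UMIs that were not called as cells.

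Counts were normalized with SCTransform (sctransform 0.4.2, its first flavor with the Poisson method) per library, integrated by canonical correlation analysis on 3000 features and 30 dimensions in Seurat 5.3.0, and clustered with the Louvain method at resolution 1 (R 4.3.3). All cells were clustered first. The epithelial cells were then integrated and clustered again, and the endothelial, fibroblast, lymphoid and myeloid cells were clustered within the first embedding. To keep the clusters independent of what is reported, 215 genes named in the text other than naming markers, and 412 genes in all with tear-product, sex-linked, hemoglobin, mitochondrial and ribosomal protein genes, were left out of the features.

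A cluster was named from marker genes listed in advance. Its score for a name was the mean log2 ratio of the markers over the mean of the other clusters, on CPM with 20 added and with tear-product and mitochondrial UMIs left out of the totals. For clusters within a lineage, the ratio was averaged with that over the mean of all whole-gland clusters. A name needed a score of 0.5 and 3 raised markers with at least 10 UMIs, or all markers of a shorter list. It was refused where another name had as many markers among the 10 leading genes and the second score was over 0.7 of the first, or where the median depth was under 1/3 of the library’s with no marker among the leading genes. The score of 0.5 (0.8 at first), the averaged reference, the rule on rivals and a rule that kept γδ T cell genes out of the tissue-resident memory T cell name were set after the clusters had been looked at. Epithelial cells of clusters without a name belong to no class and count only among the other cells of the mural comparison. Counts, shares and comparisons of epithelial cells leave them out. Cells of unnamed clusters of the myeloid part are counted as myeloid-like. Unnamed epithelial cells were 1.87%, 0.491% and 0.741% and unnamed cells of the myeloid part 6.04%, 3.89% and 3.50% of the kept cells in the female library, male library 1 and male library 2.

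For tests, UMIs were summed per library and arm. Mural-like cells were compared with all other cells; MEC-like, duct-like and *Ltf+*-like cells each with all other epithelial cells; *Car6 hi*-like and *Tfrc* hi-like cells each with all other acinar-like cells. In place of the paper’s acinar clusters #0 and #1, other acinar-like cells at or above their own library’s median mitochondrial share were compared with those below it, without mitochondrial genes. In place of the duct clusters #3 and #5, duct-like cells were split at the median share of a list of dissociation and stress genes, on cells thinned to 1000 UMIs and without those genes, with shallower cells left out. This split runs along digestion stress and cannot keep it apart from a kind of duct cell. Genes were tested with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest) in a design of library and arm, in which both arms of a library form a pair because they come from the same suspension. A call is a Benjamini-Hochberg adjusted p under 0.05 over all genes kept. An arm needed at least 10 cells in every library, so *Aldh1a1*+ against *Aldh1a1*- *Ltf+*-like cells were given as values only, except without thinning, where they were tested.

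The test was checked on simulated counts with known answers. These were drawn at random from each library's profile pooled over both arms, with the dispersion fitted to the real counts. Differences were then given to 200 random genes. The real differences between the arms are absent from such counts, so recovery in the real data can differ. At 4-fold, it recovered 1.05% of 190 changed genes in the mural arms, 62.4% of 186 in the *Ltf+* arms and 93.0% of 185 in the arms split by mitochondrial share, with 0, 5 and 4 unchanged genes called. At 16-fold it recovered 53.4% of 191 genes in the mural arms, with 7 unchanged genes called. A mural gene that was not called is therefore no evidence of equal expression.

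Shares of cells with a UMI of a gene were taken after thinning every cell to 1000 UMIs at random, since depth differs between classes and libraries. Shares carry exact binomial (Clopper-Pearson) and CPM exact Poisson 95% intervals; both hold counting error only and neither animal nor preparation. Means are given with the SD over the 3 libraries. A tear gene was called higher in a sex when it passed 1.5-fold in the same direction against both male libraries, the paper’s threshold, and abundant tear genes are those over 15 CP10k in epithelial cells. A count of 0 leaves up to 3 UMIs possible. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

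The genes named are those the paper names at a claim with a passage, the 23 of Table S6, and the 3 with the largest female over male and male over female ratio in the acinar compartment, among genes above 50 CPM in the higher sex and on the same side of both male libraries. A marker used to name a class is not reported as a result of that class. The values of 1 further gene are not reported here. Alternatives were DESeq2 1.42.0, no low-count filter, no replicate block, each library left out, tear-product genes left out, subtraction of free RNA, clustering with all variable genes, no integration, resolutions 0.5 and 2, doublets kept, a mitochondrial share under 5%, more than 1000 UMIs per cell, thinning to 2000 UMIs or none, upper against lower quartile in place of the median, and other totals, means and denominators for tear genes and cell shares. Flow cytometry, imaging, tear proteomics and data of other studies were not used here.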

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

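The tests of a mislabelled sample, of free RNA for *Scgb2b12*, *Scgb2b3* and *Pnliprp1*, and of mast cell markers were chosen only after the result was seen.

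Outside the genes that the paper discusses, 3 transcripts of other acinar-like cells were present in 1 sex and near or at 0 in the other. *Pnliprp1* had 553 CPM in the female library, against 0 and 0 CPM in male library 1 and male library 2. *Scgb2b12* had 2462 and 2658 CPM in the male libraries and 0.174 in the female library, and *Scgb2b3* had 755 and 479 against 0. A mislabelled sample is argued against by 0 UMIs of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* in the female library. Free RNA as the source of the acinar signal is argued against by the UMIs per cell, which were 29.5 times those of fibroblast-like cells for *Pnliprp1*, 20.8 and 14.9 times for *Scgb2b12* and 26.9 and 21.2 times for *Scgb2b3*, where free RNA alone would give about the same number in both. Reads shared between secretoglobin paralogs were not tested. Core and day coincide with sex, so they cannot be told apart from it with 1 female library, and a difference between the sexes stays open as an untested explanation.

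*Obp1b* lay on opposite sides in the sexes when *Car6 hi*-like cells were set against other acinar-like cells. Its log2 ratio was -2.20 in the female library and 1.09 and 2.70 in male library 1 and male library 2; the difference was not tested. In males its level was low, at 119.6 and 316 CPM in *Car6 hi*-like cells. After subtraction of free RNA, 0 genes were still on opposite sides, because the male CPM of *Obp1b* fell to 0 while the female log2 ratio was -2.63. Free RNA from other cells may thus be the source of the male side. Reads of the paralog *Obp1a* counted as *Obp1b*, core and day, and sex stay open and were not tested.

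The paper does not report mast cells in its text. 20 cells held UMIs of at least 3 of the mast cell markers *Cpa3*, *Mcpt4*, *Fcer1a* and *Cma1*: 10, 4 and 6 in the female library, male library 1 and male library 2. Of them, 16 had been placed among myeloid and 4 among lymphoid cells. UMIs over all kept cells were 472, 60 and 61 for *Cpa3*, 484, 99 and 151 for *Mcpt4*, 19, 2 and 2 for *Fcer1a* and 549, 117 and 117 for *Cma1*. Markers spread over cells as free RNA would put 1.29e-04 cells there, far below the 20 seen, which argues against free RNA. Doublets with a mast cell would also need mast cells. The gland itself as their source may be put forward as a hypothesis, since it was found and tested on the same data; blood or neighbouring tissue was not tested.

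Many barcodes that were not called as cells hold more UMIs than the limit for a cell. Above 500 UMIs there were 70227, 61851 and 58183 such barcodes in the female library, male library 1 and male library 2, with 57.4, 61.8 and 52.6% of all UMIs and a median of 1041, 1048 and 746. As free RNA without a cell, their profile would be nearer to that of barcodes with 10 to 100 UMIs than the profile of the called cells is. The median absolute log2 difference from it was 0.891 (mean of 3 libraries; 1.38, 0.648 and 0.643 per library), and 0.531 for called cells (0.959, 0.310 and 0.323). Tear-product genes took 86.4, 92.2 and 91.9% of their UMIs, against 76.2, 84.9 and 85.2% in the barcodes with 10 to 100 UMIs and 63.5, 83.6 and 86.3% in the called cells. These barcodes outnumber the cells that the paper processed per library, which argues against a whole or broken cell in each of them. For any single barcode, free RNA, a broken acinar cell and a mixture of both cannot be told apart. The barcodes with few UMIs may not hold the same free RNA as those with many. The authors’ cell calling decides which barcodes count as cells, and no biological explanation was tested.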

How the results depend on the processing

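Total UMIs in place of TMM, and subtraction of free RNA with the profile of uncalled barcodes over 500 UMIs, were chosen only after the result was seen. All other alternatives were chosen before the data were examined.

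Over 59 results, 796 values were computed under an alternative. Of these, 686 were taken to hold, 100 moved further, 5 were weaker, 3 stronger and 2 reversed. A count held when it was within 1.5-fold of the main count, and a share when it was within the spread between libraries. A single gene held when it stayed called in the same direction or stayed not called. At resolutions 0.5 and 2 all 59 results held. With free RNA subtracted, 28 of 29 held, and 29 of 29 with the profile of uncalled barcodes. Clustering with all variable genes changed with the order of tied features when it was run again, so its values are less certain. Where no reason is given, the cause was not tested. No test of thinned *Aldh1a1*+ cells was run, with or without a library left out, because their arms are too small; without thinning 10 of the 18 genes were called.

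Numbers of called genes: DESeq2 gave 982 in mural-like (1597 with edgeR), 243 in *Car6 hi*-like (598), 1741 in *Tfrc* hi-like (3035), 2143 by mitochondrial share (4236) and 92 by stress genes (241). Total UMIs gave 8988 in MEC-like (3383), 9708 in duct-like (3860), 6500 in *Ltf+*-like (1606), 2741 in *Car6 hi*-like, 5136 in *Tfrc* hi-like and 6935 by mitochondrial share, where the median log2 ratio of all genes moved by 0.31 (by stress genes) to 2.31 (duct-like) against TMM. Under it, 9 of the 10 genes of the list were higher by mitochondrial share (5 with TMM), 3 of 8 lower (8 with TMM), and *Wfdc2* was not called by stress genes (0 of 1 tested, and 0 at an unadjusted p under 0.05).

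Without the pairing by library as a block, 463 genes were called in *Ltf+*-like, 139 in *Car6 hi*-like, 2010 by mitochondrial share and 41 by stress genes; 2 high genes of *Car6 hi*-like cells (4 with the block), 1 higher gene by mitochondrial share, and 0 low genes of *Ltf+*-like cells and 0 of duct-like cells (1 each with the block; 0 and 1 at an unadjusted p under 0.05). Across the 3 fits that each left out 1 library, called genes ranged from 458 to 962 in mural-like, 1958 to 4423 in MEC-like, 973 to 3767 in *Ltf+*-like, 284 to 602 in *Car6 hi*-like and 1997 to 2542 in *Tfrc* hi-like cells, and 54 to 253 by stress genes. Higher genes by mitochondrial share ranged from 1 to 4 (1 without male library 2), and lower genes by stress genes from 0 to 1 (0 without the female library or male library 1, with 1 and 2 at an unadjusted p under 0.05). Without the female library, *Ltf+*-like cells had 3767 called genes and mural-like cells 458.

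Without integration, 1857 genes were called in MEC-like, 2205 in duct-like, 991 in *Ltf+*-like, 164 in *Car6 hi*-like, 827 in *Tfrc* hi-like cells and 2765 by mitochondrial share, 3 of them in the list of higher genes. With a mitochondrial share under 5% there were 929 in *Ltf+*-like cells and 1899 by mitochondrial share (3 higher genes). No low-count filter gave 2429 in *Ltf+*-like cells and 3 higher genes by mitochondrial share, subtraction of free RNA 970 in *Ltf+*-like, and doublets kept 358 in *Car6 hi*-like cells. Upper against lower quartile gave 2683 and 2 higher genes, with fewer cells. Without tear-product genes, 1 high and 0 low genes of *Car6 hi*-like cells were called, because only 2 and 0 of them are then tested. Of *Aldh1a1*+ genes, 18 of 18 were higher in 3 of 3 libraries without thinning and 4 with a mitochondrial share under 5% (7 as reported).

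Cell shares, as log2 of female over mean male share: acinar-like -1.60, and -6.36 without integration and -0.78 of epithelial cells; *Tfrc* hi-like -1.66, with -1.45 with all variable genes, -0.47 without integration, -1.92 under 5% mitochondrial share and -0.85 of epithelial cells. *Car6 hi*-like cells had -1.04, and -0.66 without integration, -0.70 with doublets kept, -1.38 under 5% and -0.25 of epithelial cells. Duct-like cells had 1.30 and 2.09 of epithelial cells. *Ltf+*-like cells had -2.70, and -1.59 with all variable genes, -3.73 without integration, -2.10 with doublets kept, -2.403 under 5%, -2.75 above 1000 UMIs and -1.89 of epithelial cells. MEC-like cells had -0.34, -0.60 under 5%, and the reverse, 0.45, as a share of epithelial cells, where the denominator differs between the sexes.

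Depth limits the shares of cells with a UMI: thinned to 2000 UMIs and not thinned, they were 14.5 and 25.8% for *Kit* in *Ltf+*-like cells (8.88% at 1000), 1.74 and 2.53% in duct-like, 12.1 and 15.7% for *Sox10* in MEC-like, 30.8 and 48.1% for *Runx1* and 8.12 and 15.0% for *Clic6* in *Ltf+*-like cells. Without thinning *Kit* was at 23.4% in *Car6 hi*-like and *Aldh1a1* at 10.4% in *Ltf+*-like cells. *Kit* in *Ltf+*-like cells was at 7.03% with all variable genes and 6.58% under 5% mitochondrial share, where *Runx1* was at 13.2%. *Clic6* was at 2.92% with all variable genes.

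Of tear genes, 1 of 2 was higher in the female library without integration, 1 with tear-product genes left out of the total and 1 over all epithelial cells; of 7 similar genes, 1 and 1 stayed within 1.5-fold in the former 2 (6 as reported). Genes of subsets higher in 3 of 3 libraries were 8 in endothelial subsets under 5% mitochondrial share and 8 above 1000 UMIs, of 8 compared (13 of 13 as reported). In lymphoid subsets they were 3 of 4 without integration and 9 of 9 with doublets kept (15 of 16 as reported), since fewer subsets could be compared.

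Of 233 values for single genes, 224 stayed as they were. With total UMIs, *Obp1a* reversed to 1.10 in *Car6 hi*-like cells, and *Cnn1* (2.26) and *Mif* (2.64) were called higher; *Mif* was also called without the female library (0.77). No longer called were *Krt17* (-2.05) and *Cxcl1* (3.18) without the block, and *Malat1* in *Tfrc* hi-like cells without male library 1 (2.44), without male library 2 (2.27) and without integration (1.79).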

Differences from the paper's values

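Total UMIs in place of TMM was the only setting here that was chosen only after the result was seen. Of 44 measures with a value in the paper, 6 differed.

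The share of cells with a *Kit* UMI was 0.629% of thinned duct-like cells, against a range in the paper that begins at 4%. It was 6.71% of *Car6 hi*-like cells against the paper’s 21% and 8.88% of *Ltf+*-like cells against the paper’s 24%. Among *Aldh1a1*+ *Ltf+*-like cells it was 23.1%, against more than 50% in the paper. Among alternatives set before the data were examined, no thinning brought these 4 shares within the spread between libraries of the paper’s values. They were then 2.53, 23.4, 25.8 and 48.3% in the same order, the last still under 50%. Pooled over all duct-like cells, the first was 4.29% (70 of 1631). The other alternatives did not close these gaps. *Runx1* had a UMI in 19.2% of *Aldh1a1*+ *Ltf+*-like cells against the paper’s 73%. Of the alternatives set before the data were examined, no thinning (70.7%) closed that gap, as did thinning to 2000 UMIs (43.5%) within the spread between libraries, and the others did not.

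*Tfrc* hi-like cells were 3.97% of the female epithelial cells, against the paper’s value of about 1.7% in Fig. 4B, read by eye. None of the alternatives set before the data were examined closed the gap (range 3.25 to 12.9%).

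Some statements about genes also differed. The paper counts *Aqp5*, *Ftl1* and *Nupr1* among the genes high in *Ltf+* cells; here their log2 fold changes were 0.19, 0.74 and 0.05, none called, and all 3 were called with total UMIs, a setting chosen after seeing the values. *Ftl1* was also called without a low-count filter, without the female library and with doublets kept. For *Car6 hi* cells the paper gives *Obp1a* as high; here it had -0.03, not called, while total UMIs, a setting chosen after seeing the values, called it. *Sox10* had too few UMIs to be tested in *Car6 hi*-like cells and was called without a low-count filter and without male library 2.

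The paper places *Esp15*, *P4hb*, *Hp*, *Lpo* and *Dnase1* higher in the acinar cluster with more mitochondrial RNA. In the cells with more mitochondrial RNA, *Esp15* was lower here (-1.75), as under each setting that tested it, and *P4hb* (0.02), *Hp* (-0.26), *Lpo* (0.31) and *Dnase1* (0.07) were not called. With total UMIs, a setting chosen after seeing the values, these 4 were called higher; *Hp* was called lower without male library 1.

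The paper states that mural cells were not enriched in *Myocd*. It was not tested in the main comparison for lack of UMIs, and was called higher without a low-count filter and with doublets kept; *Cnn1*, which the paper treats alike, had 0.62, not called, and was called higher with total UMIs, a setting chosen after seeing the values. *Vps37b*, which the paper gives for innate lymphoid cells, was higher in 2 of 3 libraries. No cluster met the naming rules for tissue-resident memory T cells, cDC1 or pDC, which the paper names.

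Among abundant tear genes, *Bpifa2* passed 15 CP10k here and is not in the paper’s list, while *Actb*, *Car6* and *Ltf*, which are in it, did not pass. The *Bpifa2* value came from the female library alone. *Car6* passed with doublets kept, and *Bpifa2* did not pass with a mitochondrial share under 5%. The paper treats *Lcn11* as similar between the sexes; male library 1 was 1.51-fold above the female library and male library 2 1.22-fold. Within 1.5-fold in both were all 7 similar genes with a mitochondrial share under 5%.

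Of the 18 genes the paper gives as higher in *Aldh1a1*+ cells, 7 were higher in 3 of 3 libraries after thinning and 18 without it. The paper detects *Clic6* in *Aldh1a1*+ cells alone; after thinning it had a UMI in 3 of 26 *Aldh1a1*+ and in 27 of 813 other *Ltf+*-like cells. The paper reports no hemoglobin transcript; *Hbb-bs* had 296, 9 and 13 UMIs.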

Other observations

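The tests of other splits of the sums and of depth in *Aldh1a1*+ cells were chosen only after the result was seen.

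Each comparison has 3 sums in each arm, and the 6 sums can be split into 3 and 3 in 10 ways. In mural-like, MEC-like, duct-like, *Ltf+*-like, *Car6 hi*-like and *Tfrc* hi-like cells, and by mitochondrial share and by stress genes, 1597, 3383, 3860, 1606, 598, 3035, 4236 and 241 genes were called. In each of the 8 comparisons 1 of the 10 splits, the real one, gave as many. The smallest share the design can give is 0.1, so these counts cannot rule out a grouping by accident. Classes also rest on clusters built from some of the genes counted, so the counts between classes are not independent of the real split. Of the 10 splits, 4 part the arms of all 3 libraries, and the other 3 of these gave at most 1 called gene, in *Car6 hi*-like cells, and 0 in the other comparisons. The 6 splits that leave both arms of a library together gave at most 44, in mural-like cells.

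Of the genes called higher in acinar-like cells with more mitochondrial RNA, 47.0% (mean of 3 libraries) were more abundant in free RNA than in cells with less, and 55.5% of the genes called lower. The prediction for free RNA from other cells was most of the former and few of the latter. Per library the shares were 34.2, 55.8 and 51.0% for the former and 44.6, 62.4 and 59.5% for the latter, with 33.7, 54.5 and 49.3% of all genes tested, which the former barely exceeded. With the profile of uncalled barcodes over 500 UMIs they were 66.4, 5.03 and 21.6% and 63.1, 53.1 and 67.5%. The profiles disagree between libraries and which of them is the free RNA is open, so free RNA and a change within the cells cannot be told apart. Cells with more mitochondrial RNA also held fewer UMIs, with medians of 3896, 4275 and 6323 against 25305, 34334 and 22683 in the female library, male library 1 and male library 2.

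A difference in depth was tested for the genes higher in *Aldh1a1*+ *Ltf+*-like cells. With cells thinned to 1000 UMIs, 7 of 18 genes were higher in 3 of 3 libraries, and 18 of 18 without thinning. Only 6, 12 and 8 thinned cells of the 3 libraries held an *Aldh1a1* UMI, so depth, the loss of counts and a difference between the cells cannot be told apart.

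Hemoglobin transcripts were present at low levels. In the female library, male library 1 and male library 2, *Hba-a1* had 99, 3 and 2 UMIs, *Hba-a2* 68, 4 and 1, *Hbb-bs* 296, 9 and 13 and *Hbb-bt* 5, 4 and 0. In other acinar-like cells *Gm42418* had 605, 327 and 355 CPM, *Esp24* 0.731, 233 and 424 CPM and *Esp31* 841, 189 and 255 CPM in the same order.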
